# Microbiota Perturbation or Elimination Can Inhibit Normal Development and Elicit a Starvation-Like Response in an Omnivorous Model Invertebrate

**DOI:** 10.1128/mSystems.00802-21

**Published:** 2021-08-24

**Authors:** Arturo Vera-Ponce de León, Benjamin C. Jahnes, Alejandro Otero-Bravo, Zakee L. Sabree

**Keywords:** *Periplaneta americana*, germfree, gnotobiotic, microbiome

## Abstract

Omnivorous animals, including humans, harbor diverse, species-rich gut communities that impact their growth, development, and homeostasis. Model invertebrates are broadly accessible experimental platforms that enable linking specific species or species groups to host phenotypes, yet often their specialized diets and distinct gut microbiota make them less comparable to human and other mammalian and gut communities. The omnivorous cockroach Periplaneta americana harbors ∼4 × 10^2^ bacterial genera within its digestive tract and is enriched with taxa commonly found in omnivorous mammals (i.e., *Proteobacteria, Bacteroidetes*, and *Firmicutes*). These features make *P. americana* a valuable platform for identifying microbe-mediated host phenotypes with potential translations to mammals. Rearing *P. americana* insects under germfree conditions resulted in prolonging development time by ∼30% and an up to ∼8% reduction in body size along three dimensions. Germfree rearing resulted in downregulation of gene networks involved in growth, energy homeostasis, and nutrient availability. Reintroduction of a defined microbiota comprised of a subset of *P. americana* commensals to germfree insects did not recover normal growth and developmental phenotypes or transcriptional profiles observed in conventionally reared insects. These results are in contrast with specialist-feeding model insects (e.g., *Drosophila*), where introduction of a single endemic bacterial species to germfree condition-reared specimens recovered normal host phenotypes. These data suggest that understanding microbe-mediated host outcomes in animals with species-rich communities should include models that typically maintain similarly diverse microbiomes. The dramatic transcriptional, developmental, and morphological phenotypes linked to gut microbiome status in this study illustrates how microbes are key players in animal growth and evolution.

**IMPORTANCE** Broadly accessible model organisms are essential for illustrating how microbes are engaged in the growth, development, and evolution of animals. We report that germfree rearing of omnivorous *Periplaneta americana* cockroaches resulted in growth defects and severely disrupted gene networks that regulate development, which highlights the importance of gut microbiota in these host processes. Absence of gut microbiota elicited a starvation-like transcriptional response in which growth and development were inhibited while nutrient scavenging was enhanced. Additionally, reintroduction of a subset of cockroach gut bacterial commensals did not broadly recover normal expression patterns, illustrating that a particular microbiome composition may be necessary for normal host development. Invertebrate microbiota model systems that enable disentangling complex, species-rich communities are essential for linking microbial taxa to specific host phenotypes.

## INTRODUCTION

Animal digestive tracts are inhabited by microbial communities that are comprised of a small to a large number of species that can contribute to dietary processing and nutrient provisioning, pathogen protection, and detoxification of harsh and xenobiotic compounds in the diet (1). Additionally, gut microbiota can modulate expression of genes involved in growth, development, and homeostasis in the gut of the animal host (2–5). Animal model systems, especially those that can survive without their gut bacteria, enable linking microbiota to host outcomes (6, 7). Axenic or “germfree” animals reared and maintained under sterile conditions have provided a powerful platform for assessing the impact of bacteria on gut physiology and metabolism (4, 5, 8–11). Germfree invertebrates (e.g., flies, honeybees, and mosquitoes) (4, 10, 12) have many of the advantages of similarly husbanded mammals (e.g., mice and pigs) and are often cheaper to maintain and have more rapid generation times. The specialized diets and relatively reduced bacterial communities of some model invertebrates (Drosophila melanogaster, 1 to 30 bacterial species; Apis mellifera, 8 to 10 bacterial species [13, 14]) limit their applicability to animals with complex microbial communities like humans and other omnivorous mammals. In contrast, cockroaches, such as the peridomestic American cockroach, Periplaneta americana (Blattodea: Blattidae), are also opportunistic omnivores and possess a diverse gut bacterial population (∼4 × 10^2^ genera) (15, 16). The bacterial community in *P. americana* is predominated by members of the *Bacteroidetes*, *Firmicutes*, and *Proteobacteria* (15, 17, 18), which are also commensals in mammals. Germfree *P. americana* cockroaches reared under sterile conditions exhibited prolonged development, smaller body size, and digestive dysmorphias that included flaccidity, lack of pigmentation, and reduced lateral infoldings at the luminal surface (19), suggesting that its gut commensals contribute to normal development.

To identify host genes and gene networks whose expression was impacted by the elimination of the gut bacterial community in *P. americana*, we quantified gene expression in the midgut and hindgut in the presence (conventionally reared [Conv]) and absence (germfree [GF]) of commensal bacteria. Additionally, we introduced a polyspecific assemblage of cultivable *P. americana* commensals comprised of a subset of species representative of taxa typically dominant in the gut (i.e., *Bacteroidetes* and *Firmicutes*) to GF *P. americana*, resulting in gnotobiotic (GN) insects. Comparative developmental, morphological, and transcriptional analyses of these treatments further illustrates how the presence and composition of commensal microbial communities impact host growth and development.

## RESULTS

### Germfree and gnotobiotic insects exhibited significant developmental delays and growth deficiencies.

Molting rate and growth (i.e., body width, length, and mass and midgut and hindgut lengths from fifth-instar insects), as measures of development, were substantially impacted by the presence and composition of the gut microbiome in *P. americana* (Fig. 1A). Developmental time was prolonged by up to 10 days (∼30% increase) in GF and GN insects in comparison to that of Conv insects (Kruskal-Wallis *P* = 0.0001) (Fig. 1B and Table 1), but no differences were appreciated between GF and GN insects (Fig. 1B and Table 1). GF and GN insects had decreased body width (Kruskal-Wallis *P* = 0.0002), length (Kruskal-Wallis *P* = 0.049), and mass (Kruskal-Wallis *P* = 0.033) (Fig. 1C to E and Table 1), but no GF versus GN differences were observed (Kruskal-Wallis *P* > 0.05). While midgut length was not significantly different between treatments (Kruskal-Wallis *P* = 0.66), GF and GN hindgut lengths were significantly smaller (Kruskal-Wallis *P* = 1.3 × 10^−6^) (Fig. 1F and G and Table 1).

**FIG 1:**
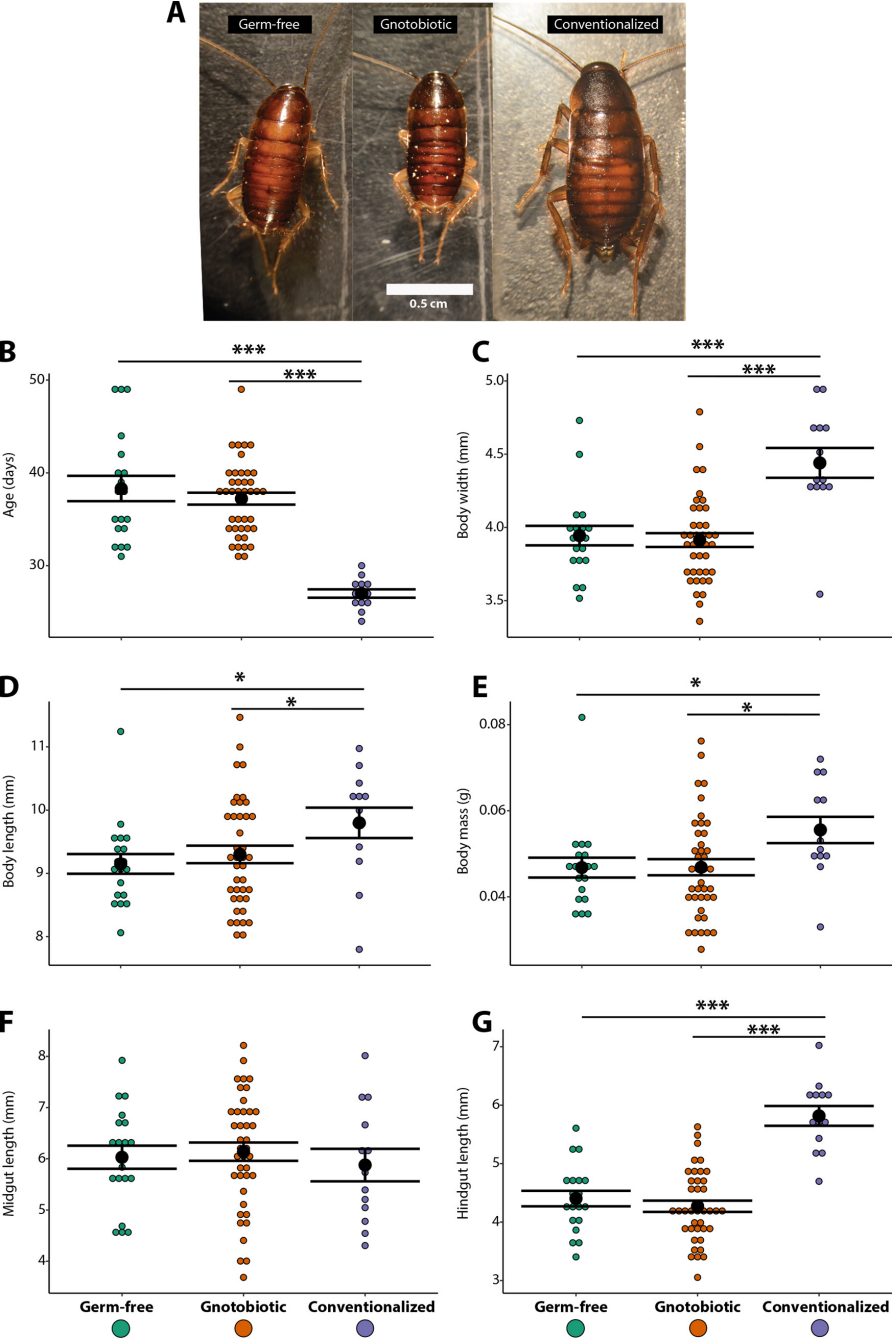
Phenotypic and morphological alterations by bacterial dysbiosis in *P. americana* insects. (A) Fifth-instar *P. americana* insects reared with no bacteria (germfree [GF]), reared with a subset of the bacterial community (gnotobiotic [GN]), and conventionalized (Conv). (B) Duration (stadium) of individuals to complete the fifth-instar molting. (C to E) *P. americana* body width (C), length (D), and mass (E) measurements. (F and G) *P. americana* midgut (F) and hindgut (G) lengths. Black dots and bars represent the mean ± standard error of the mean (SEM). Asterisks indicate significant differences between treatments (*, *P < *0.05; ***, *P* <0.001).

**TABLE 1:** Microbial status impacts several measures of insect growth and development^*a*^

Trait	Treatment	Mean	SE
Ootheca to fifth instar (days)	GF	38.32	1.37
	GN	37.23	0.64
	Conv	27	0.45
Body width (mm)	GF	3.94	0.07
	GN	3.91	0.05
	Conv	4.44	0.10
Body length (mm)	GF	9.15	0.16
	GN	9.30	0.14
	Conv	9.80	0.24
Body mass (g)	GF	0.05	0.002
	GN	0.05	0.002
	Conv	0.06	0.003
Midgut length (mm)	GF	6.03	0.22
	GN	6.14	0.18
	Conv	5.88	0.32
Hindgut length (mm)	GF	4.40	0.13
	GN	4.27	0.10
	Conv	5.82	0.17

a Mean and standard error (SE) values are reported for germfree (GF; *n* = 19), gnotobiotic (GN; *n* = 40), and conventionalized (Conv; *n* = 13) insects.

### *De novo* cockroach gut transcriptome assembly and annotation.

High-resolution transcriptome profiling of GF, GN, and Conv *P. americana* midgut and hindguts (see Data Set S1 in the supplemental material for main statistics) was performed to reveal gene-level changes linked to these treatments. 

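The libraries were made from poly(A) RNA of dissected midguts and hindguts, with Malpighian tubes removed, and each library held a pool of 10 insects. There were 3 libraries for each treatment and gut region, 18 in all. GN insects were GF nymphs that drank a mixture of bacteria cultured from P. americana guts, and Conv insects were GF nymphs housed with adults of a nonsterile colony. The authors kept the read pairs that mapped to the P. americana genome, assembled them with Trinity, and estimated with Salmon the number of read pairs that came from each assembled transcript. The deposited table holds these expected counts without normalization, and 34.8% of its values above 0 are not whole numbers. Total counts per library ranged from 12648047 to 24493812, with a median of 15190285. The median total was 14209585 in GF midguts (13542998 to 15779927), 13074151 in GN midguts (12648047 to 15109254), and 18772701 in Conv midguts (16045417 to 24493812). In hindguts it was 15218998 for GF (15161572 to 15547641), 16277289 for GN (14970139 to 16642618), and 14928029 for Conv (13692113 to 16070238). The paper's stated average of paired-end reads refers to the sequenced reads, and all values given here use the totals of the table.
For the comparisons, the counts were rounded, normalized by edgeR's TMM method, and fitted with edgeR's quasi-likelihood model, with 1 group for each treatment and gut region. The model covered the 68551 transcripts that passed edgeR's filter on low counts, of which 29147 carry an annotation. A transcript was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 1.5, the limits the paper states. Expression is given as CPM (TMM-normalized counts scaled to a library total of 1e+06) as mean ± SD over 3 libraries, and fold changes are on the log2 scale with their standard error (SE). Where no library of a group had more than 3 counts, the fold is given as a lower bound, computed with 3 counts in the smallest of those libraries. These bounds cover counting error only. The isoforms of one Trinity gene share reads, so the value of a single isoform also depends on how Salmon divided those reads. Each fit was repeated without each of the libraries of the 2 groups in turn (6 fits for each contrast).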

As no gene models were associated with the *P. americana* genome when these analyses were conducted (Autumn 2019), a *de novo* assembly of all sequence reads was performed. Transcriptome assembly yielded 369,082 gene models and 554,155 isoforms (Table S1), and 12% of these transcripts matched an annotated product in at least one of the reference databases used (UniProt, Pfam, KEGG). 

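In the deposited annotation table, 75178 of the quantified transcripts (13.6%) carry at least one hit. A SwissProt hit is given for 71500 transcripts, a Pfam domain for 42948, and a KEGG entry for 16874. The transcripts of the count table belong to 369082 Trinity genes, and those of the annotation table to 369636.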

BUSCO analysis estimated a 93.6% transcriptome completeness of the nonredundant contigs containing all the *P. americana* gut transcripts. Additionally, 1,008 putative bacterial genes were annotated in the *P. americana* genome and ultimately excluded from these analyses. 

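The annotation table lists 554155 transcripts, and 1008 of these are absent from the count table.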

After bacterial decontamination, 553,147 assembled isoforms (Table S1) were used for transcript quantification and differential expression analysis. 

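The count table holds 553147 transcripts in 18 libraries, with 282184529 counts in total. In a single library, between 158552 and 280362 of the transcripts had a count above 0, and the highest of these numbers came from GF hindgut replicate 3. A count of 3 corresponds to 0.124 to 0.271 CPM, depending on the library, so differences between transcripts below this level were not detectable at this depth.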

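In the edgeR model, 1054 annotated transcripts were differentially expressed between GN and Conv midguts, 198 of them higher in GN and 856 lower. Between GF and Conv midguts 177 were called (70 higher in GF, 107 lower), and between GF and GN midguts 145 (141 higher in GF, 4 lower). The hindgut contrasts gave 247 for GN against Conv (59 higher in GN, 188 lower), 164 for GF against GN (154 higher in GF, 10 lower), and 20 for GF against Conv (12 higher in GF, 8 lower). The 6 counts add up to 1807. Each count depended on the filter on low counts and on the test. Without a filter, 964 transcripts were called between GF and Conv hindguts, the largest relative change of the 6 counts, and DESeq2's Wald test gave 454. Leaving out a single library changed the counts by more than 1.5 times in every contrast: without GN midgut replicate 2, 181 transcripts were called between GN and Conv midguts, without GF midgut replicate 3, 24 were called between GF and Conv midguts, and without Conv hindgut replicate 2, 6 were called between GF and Conv hindguts. Between GF and GN midguts, 53 were called without GN midgut replicate 2. Without GN hindgut replicate 1, 55 were called between GF and GN hindguts and 53 between GN and Conv hindguts. The sum of 1807 fell to 566 without GN midgut replicate 2 and rose to 3039 without GF hindgut replicate 3. All 18 libraries share one model, and most of this rise lay in contrasts that do not use the library. Its own contrasts reached at most 186 (GF against GN hindguts) and 23 (GF against Conv hindguts) in any fit without one of their libraries. For nearly all called transcripts the 3 libraries of one group lay above the 3 of the other, with 1040 of 1054 between GN and Conv midguts. Among all tested transcripts, the share with such separation was 29.6% in that contrast and 12.2% between GF and Conv hindguts, beside 10% by chance. At an unadjusted edgeR p below 0.05, 6659 annotated transcripts differed between GN and Conv midguts and 2632 between GF and Conv hindguts. With DESeq2's size factors in place of TMM, the calls between GN and Conv midguts split into 230 higher and 588 lower, so that 28.1% were higher in place of 18.8%. The same change gave 70 higher and 80 lower between GF and Conv midguts, and 12 higher and 5 lower between GF and Conv hindguts (70.6% higher in place of 60.0%).

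**Figure D1:**
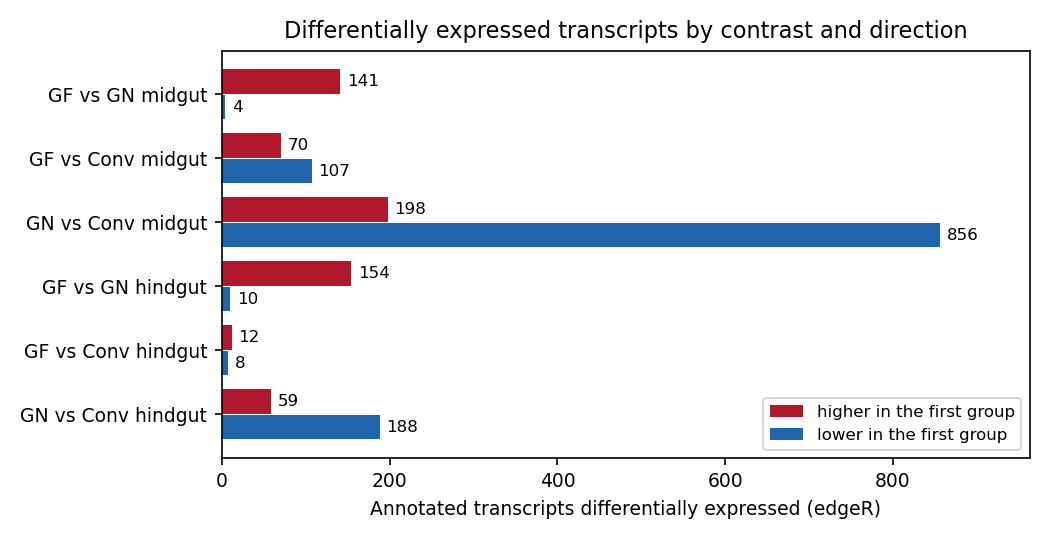
Number of annotated transcripts called differentially expressed in each contrast (edgeR, adjusted p of at most 0.05 and fold change of at least 1.5), with bars for transcripts higher and lower in the group named before "vs". The bar for transcripts lower in GN than in Conv midguts reaches 856, and the bars for GF against Conv hindguts stay at 12 and 8.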

Only 8,352 of these transcripts were differentially expressed (fold change ≥ 1.5, false discovery rate [FDR] ≤ 0.05) in the GF, GN, and Conv insects of both midgut and hindgut and showed a homologous sequence in at least one of the public databases used for annotation (Table 2).

**TABLE 2:** Microbial status impacts differential gene expression in *P. americana* hindgut and midgut tissues^*a*^

Tissue	Treatment comparison	No. of differentially expressed transcripts (FC ≥ 1.5, FDR ≤ 0.05)^*b*^
Midgut	GF vs GN	827
	GF vs Conv	1,349
	GN vs Conv	3,027
Hindgut	GF vs GN	1,360
	GF vs Conv	268
	GN vs Conv	1,521

a All transcripts have homologous annotations with coding elements present in at least one of the reference databases. GF, germfree; GN, gnotobiotic; Conv, conventionally reared.

b Fold change (FC) and false discovery rate (FDR) values were obtained by DESeq2 analysis.

10.1128/mSystems.00802-21.1 TABLE S1 General features of *P. americana* genome and gut transcriptome. Download Table S1, DOCX file, 0.01 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00802-21.5 DATA SET S1 Main statistics of RNA-Seq from *P. americana* gut. Download Data Set S1, XLSX file, 0.01 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Gut region and microbiome status defined *P. americana* expression profiles.

In general, the transcriptomes differed sharply along gut region (midgut and hindgut) and treatment (GF, GN, and Conv) axes as principal-component analysis (PCA) analyses revealed that gut region (i.e., midgut and hindgut; *x* axis, 90% variance) and microbiome status (i.e., GF, GN, and Conv; *y* axis, 4% variance) defined transcriptome placement within ordination space (Fig. 2). 

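On the deposited counts, after DESeq2's variance stabilizing transformation and with the 500 most variable transcripts, the first principal component held 88.5% of the variance and the second 4.31%. Gut region accounted for 92.8% of the spread along the first component, and microbiome status for 84.2% of that along the second. With all transcripts that passed the filter, the components held 52.6% and 6.68%. Along the second component the GF libraries lay between -31.17 and -19.49 and the Conv libraries between 16.52 and 34.66. GN replicates 1 and 2 had values of -9.49 and -9.62 in the midgut and -8.65 and -17.61 in the hindgut, and GN replicate 3 lay on the Conv side at 15.58 and 17.91. The Conv libraries and GN replicate 3 are also those that carried a set of 16 mitochondrially encoded transcripts, described below. The components were not computed without this set, so its part in the 84.2% was not determined. GF hindgut replicate 3 stood at 16.43 on the first component, away from the other 8 hindgut libraries (70.85 to 148.7). Leaving it out raised the share of the first component to 91.2%.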

A linear model using all expressed isoforms showed significant differences in the expression of the transcripts among microbiome status (analysis of variance [ANOVA] *P = *9.11e−11) (Table S2). This confirms that changes in microbiome status, by either elimination (GF) or gnotobiosis (GN), altered host gut transcriptional expression profiles.

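The same formula, fitted to DESeq2-normalized values of 518150 transcripts in 18 libraries, gave F = 14.2 for microbiome status and F = 1.34 for gut region. Status accounted for 0.000304% of the variance of these values. Transcripts of one library are not independent, so the status labels were also permuted among libraries within each gut region. In this exact permutation test over 2822400 arrangements, one-sided, p was 0.0347. The formula has no term for transcript, so status enters only through the mean normalized count of each library. These means ran from 19.54 in GF hindgut replicate 3 (size factor 1.536) to 36.36 in GN hindgut replicate 1 (size factor 0.883). The F and its p therefore do not test whether expression profiles differ. On log2-transformed values F was 778, with an exact permutation p of 0.525. Leaving out single libraries gave F from 8.81, without Conv midgut replicate 2, to 18.8, without GF hindgut replicate 3. In 7 of these 18 fits the exact permutation p was above 0.05: without Conv midgut replicate 2 (0.0943) or 1 (0.0871), Conv hindgut replicate 2 (0.0638), GF hindgut replicate 2 (0.0526) or 1 (0.0504), GN hindgut replicate 2 (0.0512), and GF midgut replicate 3 (0.0508).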

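Within each gut region, the distances between libraries were compared with the treatment labels by a permutational analysis of variance on log2 CPM. In midguts the pseudo-F of microbiome status was 1.99 (exact permutation test over 1680 arrangements, one-sided, p = 0.00357, the smallest that this design allows). In hindguts it was 1.56 (exact permutation test, p = 0.00714). For pairs of treatments, 3 libraries against 3 cannot give an exact p below 0.1. That smallest p was reached by each pair except GF and Conv hindguts, with a pseudo-F of 1.27 (exact permutation test, p = 0.2). The largest pseudo-F of a pair was 2.39, for GN and Conv midguts.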

**FIG 2:**
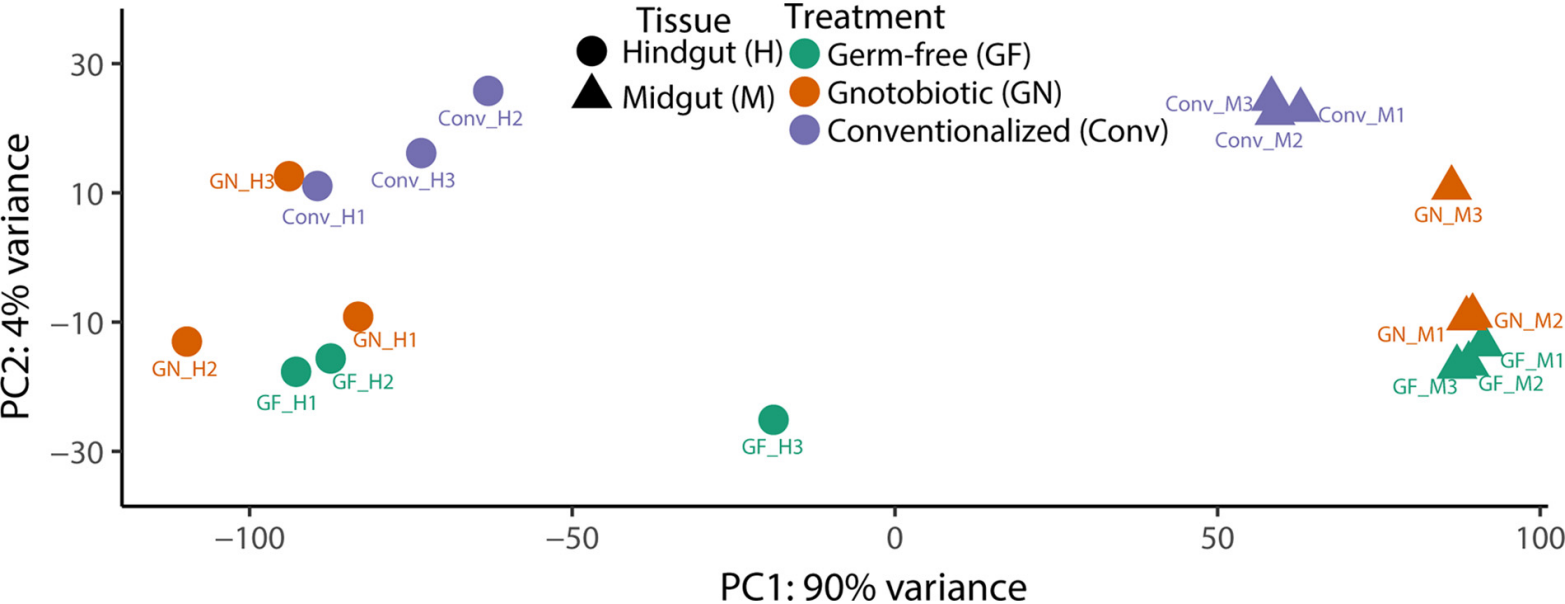
Transcriptomic analysis revealed alterations in the presence and absence of bacteria in *P. americana* midgut and hindgut. Principal-component analysis (PCA) of RNA-Seq transcripts after DESeq2 normalization. Replicate (*n* = 3) transcriptome libraries from hindgut (circles) and midgut (triangles) tissues from conventionalized (red), gnotobiotic (green), and germfree (blue) insects are depicted.

10.1128/mSystems.00802-21.2 TABLE S2 Summary of the analysis of variance (ANOVA) on the expression values of differentially expressed transcripts in the *P. americana* midgut and hindgut (gut region) under three different microbiome status conditions (i.e., germfree, gnotobiotic, and conventionalized). Download Table S2, DOCX file, 0.01 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To identify transcripts whose expression was specifically altered by microbiome status, a hierarchical clustering (HC) of the 5,258 unique, annotated, and differentially expressed transcripts among all treatments was performed. 

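Over the 6 contrasts, 1371 different annotated transcripts were called by edgeR. Of these, 1354 are also called at the same limits in the authors' deposited DESeq2 table, which calls 4740 annotated transcripts in at least 1 contrast. Summing the counts by Trinity gene or removing the filter raised the numbers of calls in all contrasts, and with no filter 5860 different annotated transcripts were called.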

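The Z-scores of the 1371 transcripts were grouped by k-means into 5 clusters of 391, 321, 292, 262, and 105 transcripts. A cluster was taken as set by gut region when the mean Z-scores of all midgut libraries lay on one side of those of all hindgut libraries. This held for 3 clusters with 945 transcripts, or 68.9% (95% exact binomial interval 66.4% to 71.4%). One of them, with 391 transcripts, had mean Z-scores of 0.591 to 0.882 in the hindgut groups and of -1.35 to -0.383 in the midgut groups. Another of the 3, with 262 transcripts, differed between treatments as well, with 1.60 in Conv midguts, 0.244 in GF midguts, and -0.0802 in GN midguts, and -0.909 to -0.327 in the hindgut groups. In a cluster of 321 transcripts not set by gut region, the mean Z-score was 1.11 in Conv midguts, -0.304 in GF midguts, and -1.20 in GN midguts. The other such cluster, of 105 transcripts, was low in GN hindguts (-0.846) and high in GF (1.06) and Conv hindguts (0.848). With 4 clusters in place of 5 the share set by gut region was 75.1%, with 6 it was 64.3%, and for the transcripts called in the authors' deposited table it was 55.6%. These shares lie outside the binomial interval, which treats transcripts as independent and does not cover the choice of clusters.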

HC resulted in 54% of the transcripts forming two clusters defined by the midgut and hindgut regions (clusters 2 and 5) (Fig. 3; Data Set S2) and the remaining transcripts forming three clusters defined by both gut region and microbiome status (clusters 1, 3, and 4) (Fig. 3; Data Set S2). Bootstrap analysis of HC showed Jaccard similarity coefficient values higher than 0.5 in all clusters (Fig. 3), suggesting that the five clusters reflect stable patterns in the data (20). 

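In 100 bootstraps of the transcripts, the mean Jaccard coefficients of the clusters were 0.919, 0.938, 0.935, 0.925, and 0.764, in order of decreasing size. The lowest value belongs to the cluster of 105 transcripts. These bootstraps resample transcripts and not libraries, so they carry no information on the spread between the 3 pools of a group.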

Gene ontology (GO) term enrichment analysis of transcripts in clusters 1, 3, and 4 revealed that changes in the microbiome status (i.e., GF and GN) reduced the expression and dramatically affected host processes that spanned gene families involved in cellular and organ growth, tissue development and homeostasis, lipid transport, electron transport chain, regulation of DNA replication, RNA metabolism, protein metabolic process, generation of precursor metabolites and energy ATP metabolic process, and behavioral response to starvation (Fig. 3; Data Set S2). This indicates that both microbiome elimination (GF) and gnotobiosis (GN) alter genes directly involved in the correct development and energetic metabolism in the *P. americana* gut.

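For 11 sets of transcripts defined by the biological-process terms of the deposited annotation, the midgut contrasts with Conv were tested with limma's camera, with a preset correlation of 0.01 between transcripts and adjustment over 11 sets in 4 contrasts. In GF midguts, sets for DNA replication (73 transcripts, median log2 fold change -0.83, adjusted p = 2.88e-07), RNA processing (251 transcripts, median -0.63, adjusted p = 9.68e-06), and translation (median -0.50, adjusted p = 2.88e-07) were lower than in Conv. In GN midguts the medians of these sets were -0.99, -0.68, and -0.79 (adjusted p = 1.44e-06, 2.02e-06, and 3.58e-09, camera), and the electron transport set was lower as well (114 transcripts, median -0.53, adjusted p = 0.0263). The calls for these sets were kept in all 6 fits that left out one library, except for electron transport, which was kept in 3 (adjusted p = 0.739 without Conv midgut replicate 3, 0.0943 without GN midgut replicate 2, and 0.0617 without GN midgut replicate 1). In GF midguts, electron transport (adjusted p = 0.0614), ATP metabolism (0.349), lipid transport (0.178), and growth (0.526) did not pass. With counts summed by Trinity gene, electron transport (camera adjusted p = 0.0192), ATP metabolism (0.0429), and growth (0.0446) did pass as lower in GF midguts, and lipid transport did not (0.142). Electron transport also passed as lower in GF midguts without GF midgut replicate 3 (0.0161) and without Conv midgut replicate 1 (0.0246) or 2 (0.005), and ATP metabolism without Conv midgut replicate 2 (0.0455). Response to starvation did not pass with camera: its median was 0.35 in GF (adjusted p = 0.096) and 0.42 in GN midguts (adjusted p = 0.94, where the direction of the test was down). It was higher in GF midguts with fry (adjusted p = 0.0178) and without Conv midgut replicate 3 (camera adjusted p = 0.0281), and in GN midguts fry pointed down (adjusted p = 0.0511). With counts summed by Trinity gene, its direction in GF midguts was down (camera adjusted p = 0.839). Carbohydrate metabolism was higher in both treatments (376 transcripts, medians 0.55 and 0.46), and fatty acid catabolism was higher in GN (24 transcripts, median 0.87, adjusted p = 0.00482). In GF midguts fatty acid catabolism did not pass with camera (median 0.45, adjusted p = 0.0574) or with counts summed by Trinity gene (0.293). It passed as higher with fry (0.0188) and without GF midgut replicate 3 (camera adjusted p = 0.0392) or Conv midgut replicate 3 (0.0156). With limma's fry, DNA replication and RNA processing passed in both treatments and translation in GN alone, lipid transport (adjusted p = 0.0132) and homeostasis (0.0149) were lower in GN midguts as well, and carbohydrate metabolism in GN midguts did not pass (0.0511). With camera, lipid transport, homeostasis, and ATP metabolism did not pass in GN midguts (adjusted p = 0.0898, 0.0555, and 0.0545). They passed as lower with counts summed by Trinity gene (0.031, 0.031, and 0.0126). Of the 6 fits without one library, they passed in 2, 5, and 3. When the correlation between transcripts was estimated from the data, none of the sets passed. At an unadjusted camera p below 0.05, 4 sets were lower in GF and 7 in GN midguts.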

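In hindguts, camera found 1 of the 11 sets lower in GF than in Conv (fatty acid catabolism, median log2 fold change -0.25, adjusted p = 0.0199) and none lower in GN, where no set was lower at an unadjusted p below 0.05 either. With fry, lipid transport (adjusted p = 0.029) and fatty acid catabolism (0.0198) were lower in GN hindguts, and with counts summed by Trinity gene carbohydrate metabolism was (camera adjusted p = 0.0364). The call in GF was kept with fry (adjusted p = 0.0251) and in 3 of the 6 fits without one library, and without GF hindgut replicate 3 the number of lower sets was 0, as it was without Conv hindgut replicate 1 or 3. Translation (median 0.18, adjusted p = 0.032) and ATP metabolism (median 0.20, adjusted p = 0.0233) were higher in GN than in Conv hindguts, and carbohydrate metabolism (median 0.47, adjusted p = 0.0194) was higher in GF hindguts. These 3 calls were kept with counts summed by Trinity gene (camera adjusted p = 0.0235, 0.00379, and 0.00392). They were lost with fry (adjusted p = 0.792, 0.502, and 0.259), and with the correlation estimated from the data no set passed in hindguts. Translation was kept in 4 of the 6 fits without one library (adjusted p = 0.226 without GN hindgut replicate 1 and 0.212 without Conv hindgut replicate 1), and ATP metabolism in 3 (0.114 without GN hindgut replicate 1, 0.0653 without Conv hindgut replicate 2, and 0.151 without Conv hindgut replicate 3). Carbohydrate metabolism in GF hindguts was kept in 4 (adjusted p = 0.162 without GF hindgut replicate 3 and 0.235 without Conv hindgut replicate 1). Without GF hindgut replicate 3, translation (adjusted p = 7.89e-07), ATP metabolism (0.00269), RNA processing (0.00974), and electron transport (0.0344) were higher in GF than in Conv hindguts, and without GF hindgut replicate 1 DNA replication was lower (0.0379). From the terms enriched among clusters that follow microbiome status, the paper concludes that both microbiome elimination and gnotobiosis alter genes that take part in development and in energy metabolism of the gut.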

**FIG 3:**
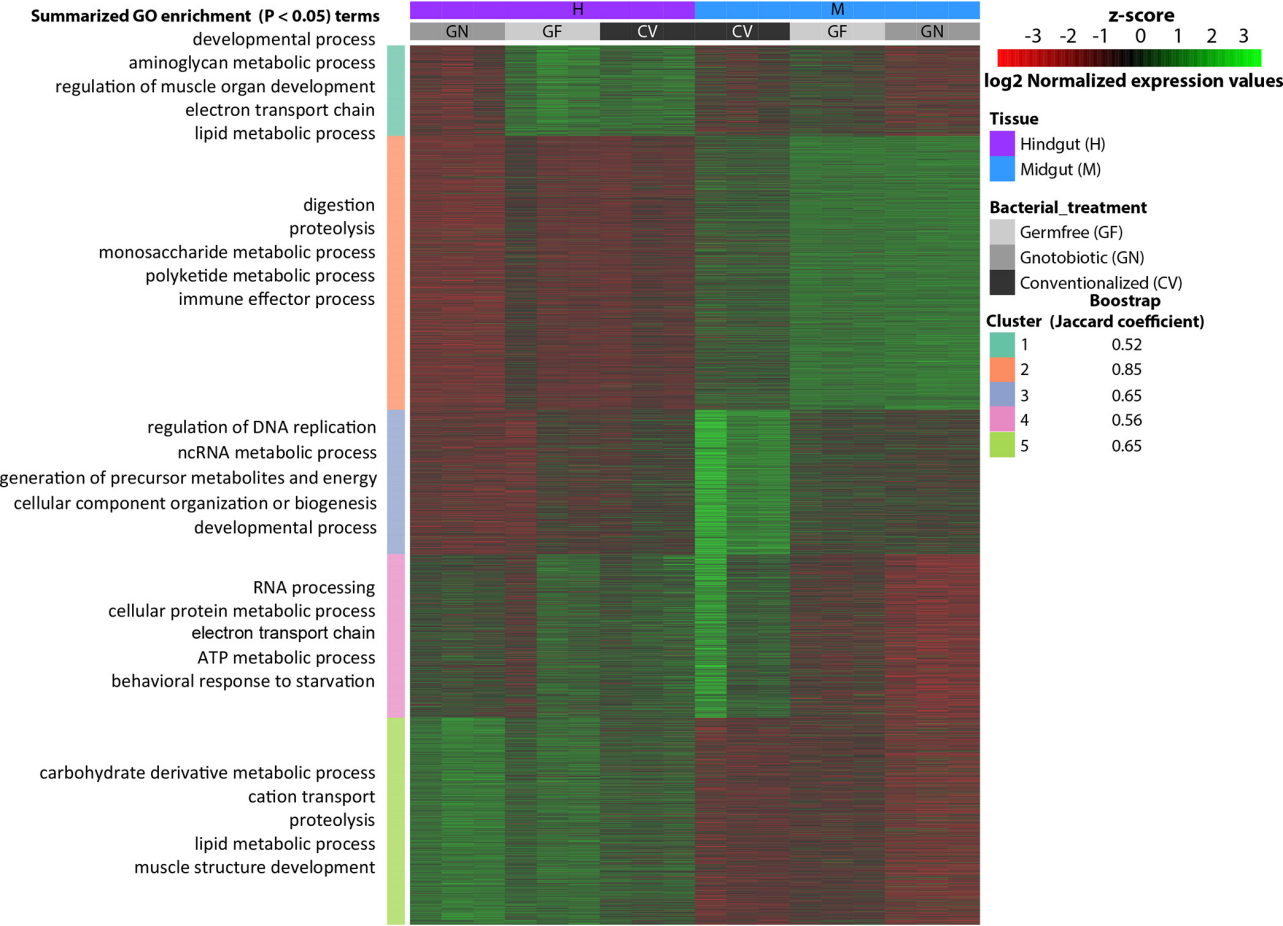
Hierarchical clustering of differentially expressed genes from *P. americana* gut. The heat map shows the Z-score of the RNA-Seq counts after DEseq2 normalization of all treatments (GF, GN, and Conv) in both midgut and hindgut. Gene ontologies of the five resulting clusters were analyzed by GOseq and summarized using REVIGO (see Materials and Methods). REVIGO annotation of the main GO biological process categories in each cluster are shown. See Data Set S2 in the supplemental material for the complete list of GO terms in each cluster.

10.1128/mSystems.00802-21.6 DATA SET S2 Differentially expressed genes of *P. americana* gut under different bacterial treatments after hierarchical clustering, GO enrichment, and REVIGO analyses. Sheets labeled as No.Cluster show all transcripts and annotations from each cluster. Sheets labeled as No.Cluster.Revigo show all transcripts after GO enrichment and REVIGO summarizing (see Materials and Methods). The log2 fold change and FDR (adjusted *P* value) of all differentially expressed transcripts (log2 fold change ≥ 0.5 and FDR ≤ 0.05) after DESeq2 analysis in all transcriptome comparisons (i.e., midgut/hindgut and GF, GN, and Conv treatments) are shown. Download Data Set S2, XLSX file, 4.7 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### IIS and TOR signaling cascades were negatively affected by bacterial elimination and gnotobiosis.

Alterations in the insulin/insulin-like growth factor signaling (IIS) and target of rapamycin (TOR) pathway genes usually affect normal cellular growth, development, body size, and energy and nutrient availability (2, 4, 21). Gene families and GO terms associated with these pathways were detected as enriched (GO term *P* value < 0.05) in clusters (i.e., 1, 3, and 4) where the expression values were altered by changes in the microbiome status (Fig. 3; Data Set S2). 

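Fig. 4A draws 9 IGFBP-ALS isoforms, named here by the identifiers of the deposited tables. In GN midguts, all 9 had fitted values below those in Conv, and edgeR called 3 of them, all isoforms of one Trinity gene. TRINITY_DN89560_c0_g1_i3 had 2.92 ± 1.23 CPM (SD, n = 3) in GN and 14.3 ± 7.47 CPM in Conv midguts, a log2 fold change of -2.29 (SE 0.412, edgeR adjusted p = 0.0100). This call was lost without GN midgut replicate 1, where the log2 fold change was -1.99. TRINITY_DN89560_c0_g1_i2 had 1.33 ± 0.667 CPM in GN and 15.9 ± 13.0 CPM in Conv (log2 fold change -3.58, SE 0.681, edgeR adjusted p = 0.0136), and its call was lost without GN midgut replicate 1 (-3.74) or replicate 2 (-3.18). TRINITY_DN89560_c0_g1_i1 was at least 8.80-fold lower in GN (edgeR adjusted p = 0.0172). In GF midguts, 7 of the 9 isoforms were below Conv, 4 had an unadjusted p below 0.05, and none was called. The changes of i3 and i2 were -1.37 (SE 0.398, edgeR adjusted p = 0.144) and -2.14 (SE 0.632, adjusted p = 0.151), and that of TRINITY_DN72357_c1_g1_i1 was -1.69 (SE 0.626, adjusted p = 0.244). Summed over the isoforms of TRINITY_DN89560_c0_g1, the counts fell by 1.83 in GF and by 2.98 in GN on the log2 scale, and both sums were called.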

Insulin growth factor binding protein acid-labile subunits (IGFBP-ALS) promote the stability of insulin growth factors that promote cellular growth and tissue development in metazoans (22, 23), and several IGFBP-ALS isoforms were downregulated in midgut GF and GN treatments (Fig. 4A; Data Set S3). 

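The isoform of the insulin-like receptor in Fig. 4A, TRINITY_DN91941_c2_g1_i1, was called by edgeR in no contrast. Its log2 fold change against Conv was 0.52 in GF midguts (SE 0.286, edgeR adjusted p = 0.448), 0.44 in GN midguts (adjusted p = 0.417), 1.15 in GF hindguts (adjusted p = 0.236), and 0.95 in GN hindguts (adjusted p = 0.159). In both hindgut contrasts with Conv the libraries did not overlap and the unadjusted edgeR p was below 0.05 (0.00119 in GF and 0.00491 in GN). The authors' deposited table calls it higher in GN hindguts (log2 fold change 1.00, adjusted p = 0.0454). DESeq2's Wald test, run without edgeR's filter, called it higher in GN (adjusted p = 0.045) and GF hindguts (adjusted p = 0.0263). In GF midguts, PP2A (TRINITY_DN80602_c11_g1_i1) had 24.4 ± 7.83 CPM (SD, n = 3) and in Conv midguts 145 ± 68.8 CPM, a log2 fold change of -2.57 (SE 0.891, edgeR adjusted p = 0.215). RAS (TRINITY_DN76210_c3_g1_i2) had 10.8 ± 0.133 CPM in GF and 25.5 ± 13.4 CPM in Conv midguts, a change of -1.24 (SE 0.326, edgeR adjusted p = 0.113). The Pi3K isoform TRINITY_DN85689_c1_g4_i1 had 0 counts in all GF midgut libraries and was at least 8.65-fold lower than in Conv (edgeR adjusted p = 0.456), where the libraries ranged from 0.0511 to 4.86 CPM. For these isoforms of PP2A, RAS, and Pi3K, each GF midgut library lay below each Conv midgut library, a separation that chance gives for 10% of transcripts, though not of a list that the study chose on these samples. Of the 8 cells of Fig. 4A that the authors' deposited table calls between GF and Conv midguts, 7 had an unadjusted edgeR p below 0.05 and none an adjusted p of at most 0.05. DESeq2's Wald test, run without edgeR's filter, called 2 of the 8.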

While no treatment-specific expression patterns were observed in the insulin-like receptor (InR) (Data Set S3), genes coding for various parts of the cognate signal transduction phosphorylation cascade of the IIS pathway (i.e., Pi3K and PP2A [Fig. 4A] and RAS [Data Set S3]) were also downregulated in GF midguts. 

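The eIF4E isoform TRINITY_DN66377_c2_g1_i2 had 44.5 ± 3.29 CPM (SD, n = 3) in GF and 98.5 ± 47.4 CPM in Conv midguts, a log2 fold change of -1.15 (SE 0.304, edgeR adjusted p = 0.116). Without Conv midgut replicate 3 or any other single library, the change stayed between -1.38 and -0.69. The S6K isoform TRINITY_DN89825_c4_g2_i3 had 0 counts in every GF midgut library and 0.888 ± 0.560 CPM in Conv midguts, so that it was at least 3.28-fold lower (edgeR adjusted p = 0.224). At the level of the Trinity gene the changes in GF midguts were -1.17 for eIF4E and -0.73 for S6K, of which edgeR called the first.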

TOR pathway effectors, eukaryotic translation initiation factor 4E (eIF4E), and the ribosomal protein kinase S6K (Fig. 4A; Data Set S3) also exhibited reduced expression in GF insects, which could negatively impact TOR pathway-regulated ribosome biogenesis, protein biosynthesis, and tissue growth functions.

**FIG 4:**
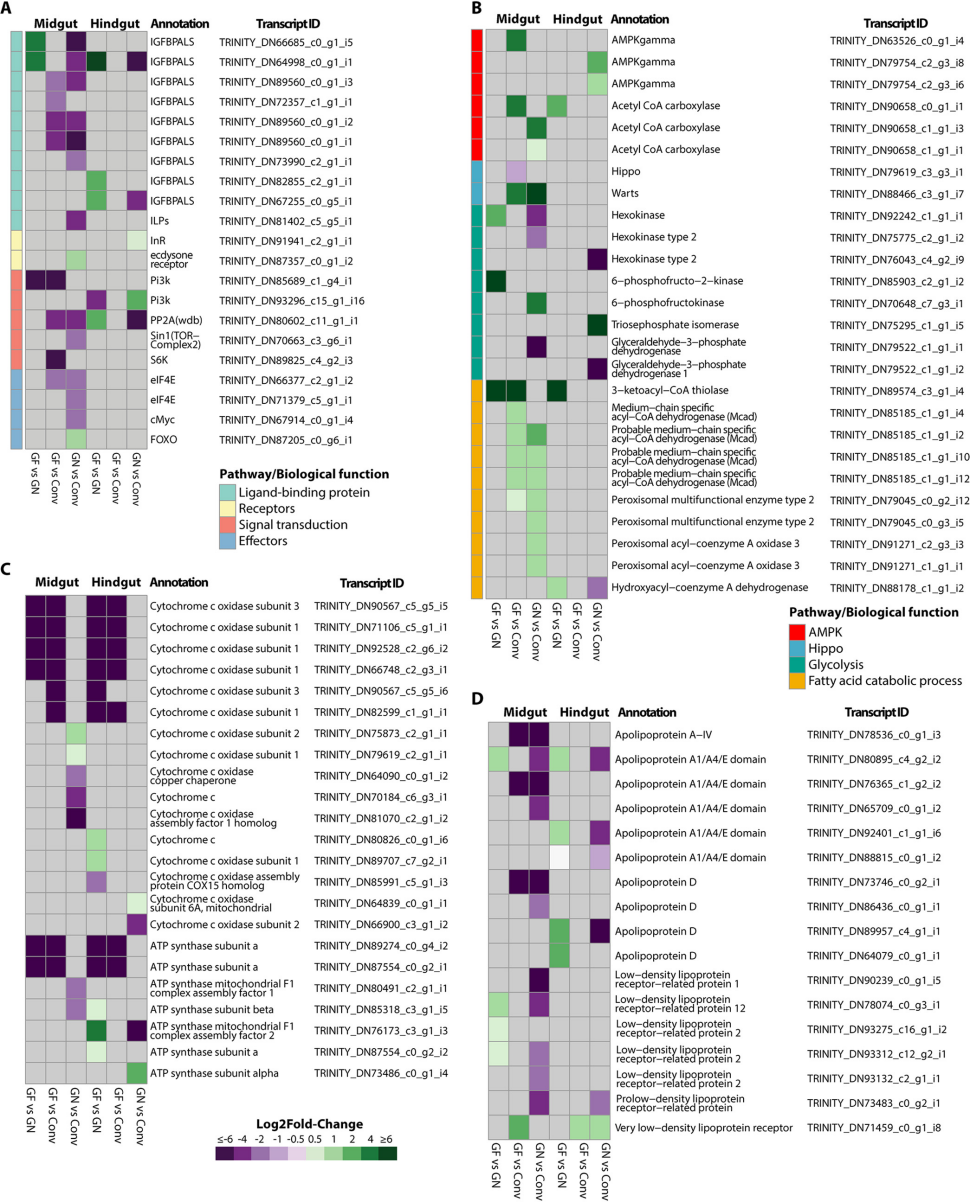
Germfree and gnotobiotic treatments produce changes in the expression of genes involved in development and energy homeostasis of *P. americana* midgut and hindgut. Heat maps showing differentially expressed values from genes involved in the IIS-TOR pathways (A) and AMPK, Hippo, glycolysis, and fatty acid catabolism metabolic pathways (B) and encoding cytochrome oxidase and ATP synthase (C) and lipoproteins (D) in *P. americana* midgut and hindgut under the three different treatment comparisons, conventionalized versus gnotobiotic (Conv vs GN), germfree versus conventionalized (GF vs Conv), and gnotobiotic versus conventionalized (GN vs Conv). All isoform identifiers and annotation and expression values associated with these pathways are described in Data Set S3 in the supplemental material. The color range in heat maps indicates the log_2_ fold change. Gray boxes indicate no differential expression observed after DESeq2 analysis (FDR > 0.05).

10.1128/mSystems.00802-21.7 DATA SET S3 Expressed transcripts of different metabolic pathways in *P. americana* midgut and hindgut under different bacterial treatments: germfree, gnotobiotic, and conventionalized. “Total” suffixed sheets show the total expression values of each transcript isoform after DEseq2 analysis. “DEG” suffixed sheets show the differentially expressed transcript isoforms (log2 fold change ≥ 0.5 and FDR ≤ 0.05) after DESeq2 analysis. Columns show Trinity transcript ID, annotation, log2 fold change, *P* values, and FDR (P-adjust value) after Benjamini-Hochberg correction. GF vs GN, germfree versus gnotobiotic; GF vs Conv, germfree versus conventionalized; GN vs Conv, gnotobiotic versus conventionalized. The last letter indicates the tissue midgut (M) or hindgut (H). Example: log2foldchange.GFvsGNM = log2 fold change of germfree versus gnotobiotic comparison in the midgut. Download Data Set S3, XLSX file, 0.8 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

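Across the 6 contrasts, the authors' deposited table calls 35 cells of Fig. 4A, a cell being 1 transcript in 1 contrast. All 35 had the same direction in edgeR, 33 had an unadjusted p below 0.05, and 8 were called, of which 5 lie between GN and Conv midguts and 2 between GN and Conv hindguts. In 30 of the 35 the 3 libraries of one group lay above the 3 of the other, beside 10% by chance for transcripts at large. Adjusted over the list alone, 31 cells passed, but the study chose this list on the same samples, so this is not independent evidence. The alternative that moved this count most was summing the counts by Trinity gene, with 25 cells called. It fell to 2 without GN midgut replicate 1 and to 2 without GN midgut replicate 2. Among the calls between GN and Conv midguts was the transcript drawn as insulin-like peptides, TRINITY_DN81402_c5_g5_i1, with 0.471 ± 0.105 CPM (SD, n = 3) in GN and 3.29 ± 2.12 CPM in Conv (log2 fold change -2.78, SE 0.459, edgeR adjusted p = 0.00597). It was not called without GN midgut replicate 2, where the change was -2.80. In GN hindguts, PP2A had 0.195 ± 0.188 CPM and in Conv hindguts 10.8 ± 14.7 CPM (log2 fold change -5.77, SE 1.14, edgeR adjusted p = 0.0350), with values from -6.62 to -3.52 when single libraries were left out and the call kept in 2 of the 6 fits.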

Gnotobiotic (GN) *P. americana* insects exhibited IIS-TOR pathway expression patterns distinct from those of Conv insects, suggesting that the commensal assemblage was incapable of recovering Conv-level IIS-TOR pathway expression (Fig. 4A). In addition to eIF4, the Myc TOR effector and its activator Akt1 were downregulated in GN midgut tissues (Fig. 4A; Data Set S3), which can contribute to prolonged growth (Fig. 1A to D) due to reduced ribosome biogenesis and protein translation (24). Additionally, upregulation of the TOR-induced negative regulator FOXO in GN midgut tissues (Fig. 4A), which is involved in protein synthesis inhibition and organ size regulation (21, 25), may also explain the observed phenotypes in GN insects (Fig. 1A to D).

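In GN midguts, the 2 eIF4E isoforms of Fig. 4A had log2 fold changes of -1.28 (SE 0.304, edgeR adjusted p = 0.0363, TRINITY_DN66377_c2_g1_i2) and -1.36 (SE 0.357, adjusted p = 0.0514, TRINITY_DN71379_c5_g1_i1) against Conv. The former had 40.6 ± 4.23 CPM (SD, n = 3) in GN, and its call was kept in 2 of the 6 fits that left out one library and was lost with DESeq2's size factors. cMyc (TRINITY_DN67914_c0_g1_i4) had 10.0 ± 2.00 CPM in GN and 22.2 ± 5.26 CPM in Conv midguts, a change of -1.15 (SE 0.340, edgeR adjusted p = 0.0781). Akt1 (TRINITY_DN87462_c3_g1_i1) had 24.9 ± 1.40 CPM in GN and 54.2 ± 19.3 CPM in Conv midguts, a change of -1.12 (SE 0.277, edgeR adjusted p = 0.0415). The Akt1 call was kept in 1 of the 6 fits, with changes from -1.33 to -0.81, and was lost with DESeq2's size factors and without the filter.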

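FOXO (TRINITY_DN87205_c0_g6_i1) had 11.8 ± 7.22 CPM (SD, n = 3) in GN and 3.56 ± 2.56 CPM in Conv midguts, a log2 fold change of 1.72 (SE 0.592, edgeR adjusted p = 0.121). The GN and Conv libraries overlapped, and the change stayed between 1.13 and 2.13 when single libraries were left out.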

### Microbiome removal and gnotobiosis elicit energy stress in *P. americana* gut tissues.

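Fig. 4B draws 26 transcripts, and the authors' deposited table calls 36 of their 156 cells, a cell being 1 transcript in 1 of the 6 contrasts. Of these 36, 34 passed the filter, and all 34 had the same direction and an unadjusted edgeR p below 0.05. The edgeR model called 10, with 3 between GF and Conv midguts and 7 between GN and Conv midguts. Adjusted over the list alone, 34 passed, which is not independent evidence since the study chose the list on these samples. In 13 of the 36 cells all libraries of one group had at most 3 counts. With DESeq2's Wald test 25 cells were called. Without GN midgut replicate 1, without GN midgut replicate 2, or without Conv midgut replicate 2, 3 were called.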

Genes involved in responding to metabolic stress resulting from energy deprivation also exhibited altered expression patterns (Fig. 3 and Fig. 4B). 

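The AMPK gamma isoform TRINITY_DN63526_c0_g1_i4 had 0.512 ± 0.141 CPM (SD, n = 3) in GF midguts and 0 counts in all Conv midgut libraries, so that it was at least 3.34-fold higher in GF (edgeR adjusted p = 0.116). All 3 AMPK gamma isoforms of Fig. 4B had fitted values above Conv in GF midguts. The Warts isoform TRINITY_DN88466_c3_g1_i7 had 0.621 ± 0.538 CPM in GF midguts and at most 3 counts in each Conv midgut library, at least 4.05-fold higher in GF (edgeR adjusted p = 0.168), and the libraries of the 2 groups overlapped. Summed over the isoforms of the Trinity gene of Warts, the counts in GF midguts did not lie above those in Conv (log2 fold change -0.29).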

The intracellular AMP sensing protein, 5′-AMP-activated protein kinase (AMPK) (26–28), and the Hippo pathway negative regulator (26, 27) Warts kinase were among metabolic stress-relevant genes that were upregulated in GF midgut tissues (Fig. 4B; Data Set S3). 

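Fig. 4C draws 23 transcripts, and the authors' deposited table calls 46 of their 138 cells, a cell being 1 transcript in 1 contrast. Between GF and Conv it calls 8 in midguts and 7 in hindguts, all lower in GF. Of the 46 cells, 45 passed the filter, all 45 with the same direction and an unadjusted p below 0.05, and edgeR called 0. This does not mean that GF and Conv had equal levels of these transcripts. In all 8 midgut and all 7 hindgut cells between GF and Conv, each GF library lay below each Conv library. Adjusted over the list alone 38 passed, though the study chose the list on these samples, so this is not independent evidence. DESeq2's Wald test called 41 of the 46. In 25 of the 46 cells all libraries of one group had at most 3 counts. Among the 23 transcripts, 8 belong to a set of 16 mitochondrially encoded transcripts that were present in all Conv libraries and in both GN libraries of replicate 3 and nearly absent elsewhere, with at most 0.962% of that level in any GF library. Where present, these 16 made up 2.73% to 10.0% of all mitochondrially encoded CPM.
Counts were also summed over all transcripts with the same best SwissProt entry, which leaves out isoforms of the protein whose best entry is another one. For cytochrome c oxidase subunit 1, with 59 transcripts, they were 17550 ± 1576 CPM (SD, n = 3) in GF and 20910 ± 14020 CPM in Conv midguts, a log2 fold change of -0.25 (SE 0.347, edgeR adjusted p = 0.676). In hindguts the sum was 66760 ± 19820 CPM in GF and 58460 ± 8473 CPM in Conv (0.19, SE 0.347, edgeR adjusted p = 0.986). Subunit 3 changed by -0.34 in midguts (SE 0.366, edgeR adjusted p = 0.587) and by 0.32 in hindguts (adjusted p = 0.948). ATP synthase subunit a changed by -0.33 in midguts (SE 0.388, edgeR adjusted p = 0.623) and by 0.55 in hindguts (adjusted p = 0.839). The midgut values of all 3 proteins depend on Conv midgut replicate 3: without it the changes were 0.44, 0.33, and 0.50. Summed over all transcripts that carry the protein's name, whatever the entry, the changes between GF and Conv were -0.26, -0.27, and -0.45 in midguts (edgeR adjusted p = 0.66, 0.676, and 0.465) and 0.18, 0.32, and 0.34 in hindguts (adjusted p = 0.991, 0.949, and 0.942).

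**Figure D2:**
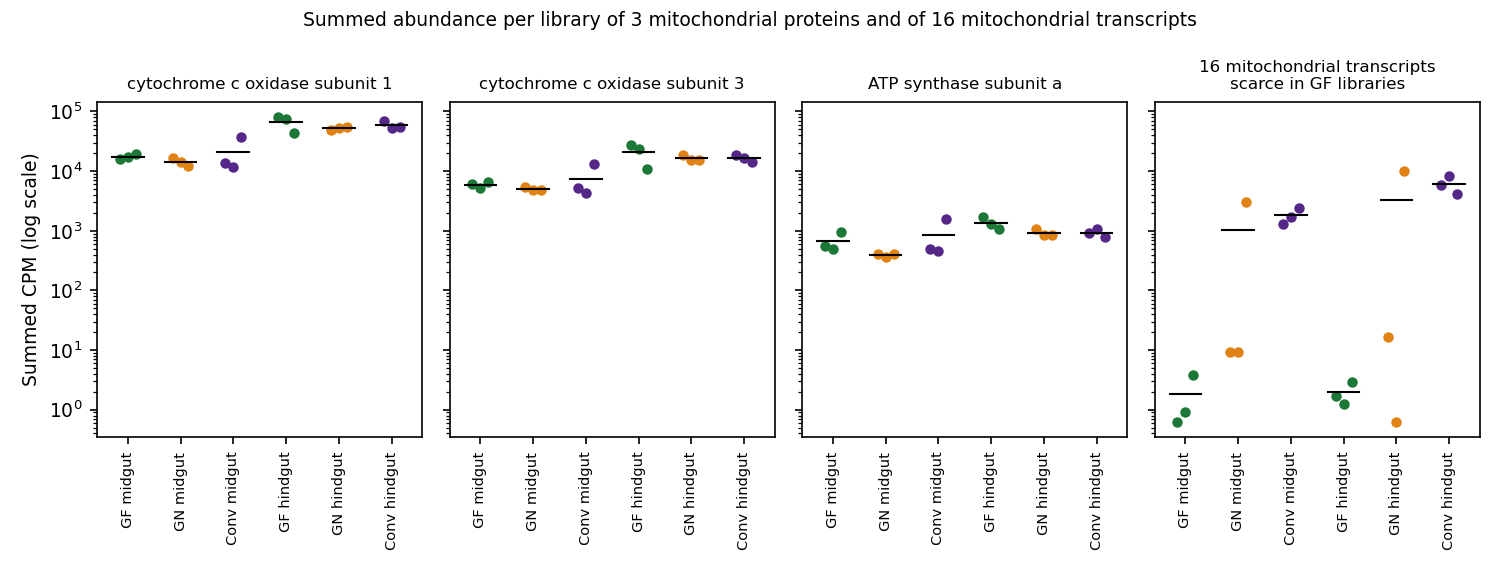
Summed CPM (log axis) in each of the 18 libraries for cytochrome c oxidase subunits 1 and 3, ATP synthase subunit a, and the 16 mitochondrially encoded transcripts that are scarce in GF, with lines at the group means. The sums of the 3 proteins overlap between GF and Conv in both gut regions, with means of 17550 and 20910 CPM for subunit 1 in midguts, while the 16 transcripts separate GF from Conv libraries.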

Downregulation of mitochondrial respiration and energy production enzymes, ATP synthase, and cytochrome *c* oxidase (29) in GF midgut and hindgut tissues further linked bacterial absence to a possible altered energy homeostatic condition (Fig. 3 and 4C; Data Set S3). Likewise, under energy stress, AMPK activity stimulates fatty acid oxidation that can liberate precursors for energy production (30). Several catabolic fatty acid oxidation genes and their isoforms (medium-chain-specific acyl coenzyme A [acyl-CoA] dehydrogenase [MCAD], 3-ketoacyl-CoA thiolase [ACAA2], and peroxisomal multifunctional enzyme type 2 short-chain dehydrogenase) (31, 32) were upregulated in the GF midgut tissues (Fig. 4B; Data Set S3). Additionally, multiple lipoprotein-encoding isoforms were downregulated in GF midgut tissues (Fig. 4D; Data Set S3), and this phenotype has been linked to energy stress (30). 

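All 4 MCAD isoforms of Fig. 4B were higher in GF than in Conv midguts, and edgeR called 2 of them. TRINITY_DN85185_c1_g1_i12 had 243 ± 18.4 CPM (SD, n = 3) in GF and 106 ± 9.23 CPM in Conv midguts, a log2 fold change of 1.19 (SE 0.187, edgeR adjusted p = 0.0135). TRINITY_DN85185_c1_g1_i10 had 61.3 ± 13.3 CPM and 24.1 ± 5.50 CPM, a change of 1.35 (SE 0.252, edgeR adjusted p = 0.0328). Of the 6 fits that left out one library, the call was kept in 3 for i12 and in 0 for i10, with changes of 1.11 to 1.24 and of 1.16 to 1.51. Neither was called without the filter on low counts. The counts summed over the isoforms of this Trinity gene changed by 0.23 and were not called. The ACAA2 isoform TRINITY_DN89574_c3_g1_i4 had 209 ± 110 CPM in GF midguts and 0 counts in all GN and Conv midgut libraries, at least 1363-fold higher than in Conv (edgeR adjusted p = 0.0453), a call that was lost in each of the 6 fits. Summed by Trinity gene, the change was 0.27 and was not called. The isoform TRINITY_DN79045_c0_g2_i12 of peroxisomal multifunctional enzyme type 2 had 1730 ± 249 CPM in GF and 1011 ± 228 CPM in Conv midguts, a change of 0.78 (SE 0.214, edgeR adjusted p = 0.130).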

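Of the 17 transcripts in Fig. 4D, edgeR called 2 between GF and Conv midguts, 1 lower and 1 higher in GF. Apolipoprotein A-IV (TRINITY_DN78536_c0_g1_i3) had 0.171 ± 0.178 CPM (SD, n = 3) in GF and 8.86 ± 2.30 CPM in Conv midguts, a log2 fold change of -5.58 (SE 1.10, edgeR adjusted p = 0.0473). The very low-density lipoprotein receptor transcript TRINITY_DN71459_c0_g1_i8 was at least 3.02-fold higher in GF (edgeR adjusted p = 0.0402). Both calls were lost in each of the 6 fits that left out one library. An apolipoprotein A1/A4/E domain transcript (TRINITY_DN76365_c1_g2_i2) was at least 7.14-fold lower in GF (edgeR adjusted p = 0.151), and an apolipoprotein D transcript (TRINITY_DN73746_c0_g2_i1) at least 3.57-fold lower (adjusted p = 0.103). Over the 6 contrasts, the authors' deposited table calls 31 of the 102 cells of Fig. 4D, all with the same direction and an unadjusted p below 0.05 in edgeR, which called 10. Adjusted over the list alone 30 passed, though the list was chosen by the study on these samples and is not independent evidence. With DESeq2's Wald test 24 were called, and without GN midgut replicate 2 none was.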

Contrary to expectations, GN insects appeared to be under greater energy stress than GF insects, given the enhanced upregulation of Warts kinase and catabolic fatty acid genes (e.g., MCAD and peroxisomal acyl-coenzyme A oxidase 3) (Fig. 4B) and downregulation of lipoprotein isoforms (Fig. 4D). Moreover, dysregulation of 6-phosphofructokinase, hexokinase, and glyceraldehyde-3-phosphate dehydrogenase and ATP synthase genes, commonly associated with energy acquisition by glycolysis (29), further describes a state of energy stress in GN insects (Fig. 4B).

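In GN midguts, the Warts isoform TRINITY_DN88466_c3_g1_i7 had 1.13 ± 0.564 CPM (SD, n = 3), at least 7.34-fold higher than in Conv (edgeR adjusted p = 0.0541), and the sum over its Trinity gene changed by 0.34. The MCAD isoform TRINITY_DN85185_c1_g1_i12 had 244 ± 26.0 CPM in GN, a log2 fold change of 1.20 (SE 0.187, edgeR adjusted p = 0.00445) that stayed called in all 6 fits without one library. The MCAD isoforms i10 and i2 changed by 1.25 (SE 0.252, edgeR adjusted p = 0.0173) and 2.48 (SE 0.505, adjusted p = 0.0191), and each call was kept in 2 of the 6 fits. Summed over this Trinity gene the change was 0.31 and was not called. Peroxisomal acyl-coenzyme A oxidase 3 isoforms TRINITY_DN91271_c2_g3_i3 and TRINITY_DN91271_c1_g1_i1 changed by 1.92 (SE 0.431, edgeR adjusted p = 0.0287) and 1.79 (SE 0.462, adjusted p = 0.0490), kept in 1 and 0 of the 6 fits. Among lipoproteins, 7 transcripts were called lower in GN than in Conv midguts and 1 higher. The low-density lipoprotein receptor-related protein 12 transcript TRINITY_DN78074_c0_g3_i1 had 13.7 ± 1.98 CPM in GN and 86.3 ± 23.3 CPM in Conv, a change of -2.66 (SE 0.419, edgeR adjusted p = 0.00473). It was lower in GN than in GF midguts as well, with a change of 2.69 for GF against GN (SE 0.420, edgeR adjusted p = 0.00783). Both of its calls were lost without GN midgut replicate 2, where the changes were -2.55 and 2.63. This was the only transcript of Fig. 4B or 4D that edgeR called between GF and GN midguts, among 7 cells that the authors' deposited table calls in this contrast.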

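The hexokinase isoform TRINITY_DN92242_c1_g1_i1 had 0.459 ± 0.140 CPM (SD, n = 3) in GN and 3.75 ± 3.18 CPM in Conv midguts, a log2 fold change of -3.02 (SE 0.705, edgeR adjusted p = 0.0339) whose call was kept in 1 of the 6 fits without one library. Hexokinase type 2 (TRINITY_DN75775_c2_g1_i2) changed by -1.34 (SE 0.397, edgeR adjusted p = 0.0787). The 6-phosphofructokinase isoform TRINITY_DN70648_c7_g3_i1 and the glyceraldehyde-3-phosphate dehydrogenase isoform TRINITY_DN79522_c1_g1_i1 did not pass the filter on low counts. The former had 0.498 ± 0.166 CPM in GN and 0 counts in Conv midguts, at least 3.25-fold higher, and the latter 0 counts in GN and 0.528 ± 0.319 CPM in Conv, at least 1.99-fold lower. In GN midguts, ATP synthase subunit beta (TRINITY_DN85318_c3_g1_i5) changed by -1.50 (edgeR adjusted p = 0.0744) and ATP synthase mitochondrial F1 complex assembly factor 1 (TRINITY_DN80491_c2_g1_i1) by -1.42 (adjusted p = 0.0707). The summed counts of ATP synthase subunit a changed by -1.11 between GN and Conv midguts (SE 0.392, edgeR adjusted p = 0.0510), and by -0.29 without Conv midgut replicate 3.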

### Germfree and gnotobiotic *P. americana* insects displayed altered expression of genes involved in carbohydrate catabolism in the gut.

Differential expression of host glycoside hydrolase (GH) genes involved in carbohydrate catabolism in digestive tissues was examined. Upregulation of GH genes in the gut could reflect host attempts to use endogenous enzymes to liberate assimilable carbohydrates in response to energy stress. Several α-amylase, maltase (GH13), and β-glycosidase (GH1, GH2, and GH35)-encoding isoforms were upregulated in the GF midgut tissues (Fig. 5; Data Set S3). Additionally, two β-glycosidases were also upregulated in GF hindgut tissues (Fig. 5; Data Set S3). 

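In GF midguts, edgeR called 6 transcripts of Fig. 5, all of them α-amylases (GH13) that were higher than in Conv. The transcript annotated as alpha-amylase-related protein, TRINITY_DN66349_c0_g5_i1, had 60.6 ± 33.8 CPM (SD, n = 3) in GF and 0.476 ± 0.359 CPM in Conv midguts, a log2 fold change of 6.99 (SE 0.960, edgeR adjusted p = 0.0108). The isoform TRINITY_DN89973_c0_g1_i3 had 15.2 ± 1.46 CPM and 0.946 ± 0.592 CPM, a change of 4.00 (SE 0.606, edgeR adjusted p = 0.0116). Both calls were lost without Conv midgut replicate 2, where the changes were 6.53 and 3.96. For 3 further isoforms of the Trinity genes TRINITY_DN89973_c0_g1 and TRINITY_DN89973_c0_g8 the changes were 3.53 to 5.16 (edgeR adjusted p = 0.0253 to 0.0434), and TRINITY_DN89973_c0_g4_i1 was at least 12.7-fold higher (adjusted p = 0.0349). Isoforms of one amylase family share sequence, and the division of reads between them is uncertain. The authors' deposited table calls 7 transcripts of Maltase 2 and Maltase A1 in this contrast, all higher in GF and with an unadjusted edgeR p below 0.05, and edgeR called none of them. Maltase A1 TRINITY_DN90526_c2_g2_i3, for example, changed by 2.42 (edgeR adjusted p = 0.0824). The β-galactosidase (GH35) TRINITY_DN73287_c2_g3_i4 changed by 1.78 (edgeR adjusted p = 0.184), the β-glucuronidase (GH2) TRINITY_DN91602_c4_g2_i1 by 2.51 (adjusted p = 0.134), and the Myrosinase 1 (GH1) TRINITY_DN89777_c0_g3_i1 by 0.78 (adjusted p = 0.125). Over the 6 contrasts, all 91 of the 336 cells of Fig. 5 that the authors' deposited table calls had the same direction and an unadjusted p below 0.05 in edgeR, which called 22. Adjusted over the list alone 89 passed, which is not independent evidence since the study chose the list on these samples. With DESeq2's Wald test 76 were called, and without GF midgut replicate 2 or GN midgut replicate 1, 11.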

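The transcripts that the authors' deposited table calls higher in GF than in Conv hindguts are a lactase-phlorizin hydrolase (GH1), TRINITY_DN87338_c2_g1_i4, and a cytosolic beta-glucosidase, TRINITY_DN87338_c1_g1_i1. In GF hindgut replicates 1, 2, and 3 the first had 0.539, 0.814, and 112 CPM and the second 0.462, 0.296, and 30.3 CPM. The highest Conv hindgut library had 0.881 CPM of the first and 0.166 CPM of the second. The first changed by 5.93 on the log2 scale (SE 1.60, edgeR adjusted p = 0.275), and by 0.15 without GF hindgut replicate 3. The second was at least 50.9-fold higher (edgeR adjusted p = 0.197) and stood above all Conv hindgut libraries in all 3 GF libraries. Both had an unadjusted edgeR p below 0.05. Over the transcripts and GF hindgut libraries, 98.5% of the summed level came from replicate 3, where they stood at 11.4% and 9.44% of their mean in GF midguts (990 and 321 CPM). In the same library, 86 transcripts that are abundant in midguts and scarce in GN and Conv hindguts had a median of 5.57% of their GF midgut level, and in the other 8 hindgut libraries at most 0.395%.

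**Figure D3:**
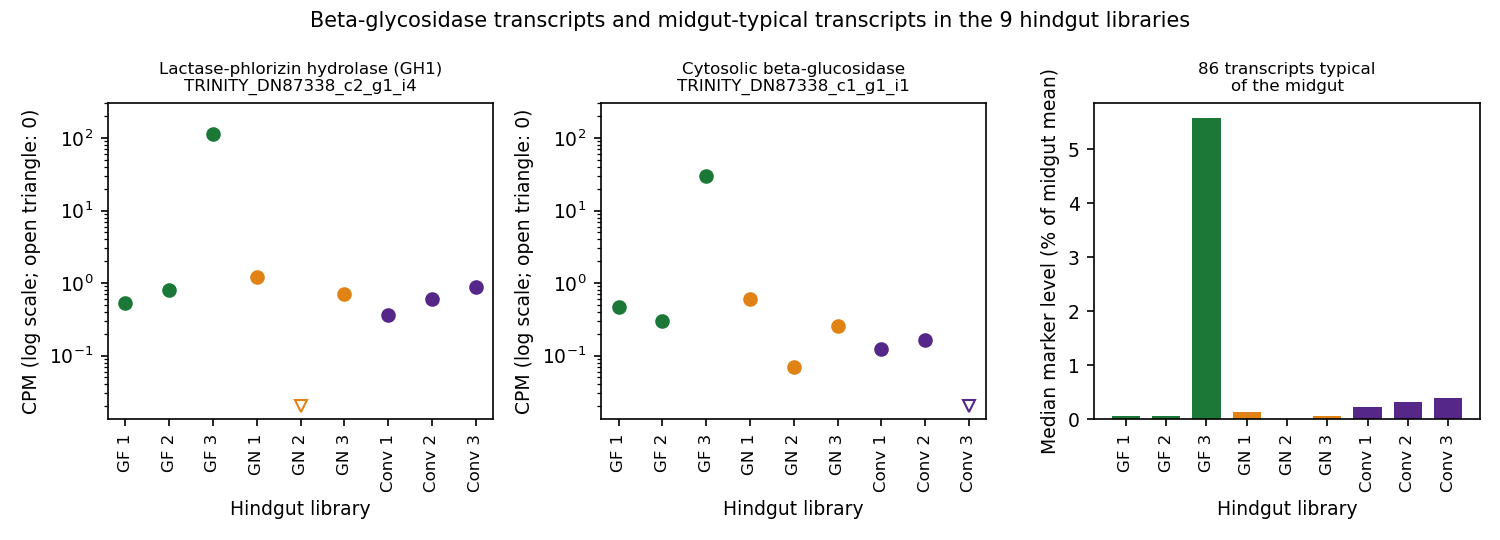
Levels of the 2 β-glycosidase transcripts in the 9 hindgut libraries (CPM, log axis, with open triangles at 0 counts) and the median level of 86 midgut marker transcripts as a percentage of their midgut mean in the same libraries. GF hindgut replicate 3 stands apart in both, at 112 and 30.3 CPM and at 5.57%.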

Although bacteria comprising the inoculum used to generate GN insects encoded polysaccharolytic enzymes (33), many of the GHs that were upregulated in the GF midgut tissues were similarly upregulated in the GN midgut tissues, with a few additional alpha-amylase and beta-glucoronidase isoforms as well (Fig. 5; Data Set S3). 

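In GN midguts, edgeR called 12 transcripts of Fig. 5, all higher than in Conv. The alpha-amylase-related protein TRINITY_DN66349_c0_g5_i1 changed by 5.86 (27.7 ± 5.14 CPM in GN, SE 0.917, edgeR adjusted p = 0.00653) and the α-amylase TRINITY_DN89973_c0_g1_i3 by 3.44 (10.3 ± 5.42 CPM, SE 0.593, adjusted p = 0.00766). Their calls, and those of TRINITY_DN89973_c0_g8_i1 and TRINITY_DN89973_c0_g1_i5, were kept in all 6 fits that left out one library. Of the 12 transcripts, 5 were called in GF midguts too, each of them an α-amylase, and 7 in GN alone. The 7 were a pair of Maltase 2 isoforms (at least 8.22-fold and 11.3-fold higher), an α-amylase, a β-galactosidase, a β-glucuronidase, and a pair of Myrosinase 1 transcripts. The β-galactosidase TRINITY_DN73287_c2_g3_i4 had 519 ± 26.5 CPM (SD, n = 3) in GN and 76.8 ± 42.1 CPM in Conv midguts (log2 fold change 2.76, SE 0.595, edgeR adjusted p = 0.0253, kept in 1 of the 6 fits). The β-glucuronidase TRINITY_DN91602_c4_g2_i1 had 113 ± 42.2 CPM and 13.8 ± 4.68 CPM (3.03, SE 0.717, edgeR adjusted p = 0.0363, kept in 0 of the 6 fits). Between GF and GN midguts none of the 56 transcripts was called, in edgeR or in the authors' deposited table, and 4 had an unadjusted edgeR p below 0.05. The changes against Conv had the same sign in GF and GN midguts for 91.1% of the 56 transcripts. Both contrasts use the same Conv libraries, and simulated unchanged groups that shared a simulated Conv group gave the same sign for 66.8% on average over 20 simulations (58.9% to 73.2%). The study chose these transcripts on the same samples, so the simulated share is not the chance level of this list.

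**Figure D4:**
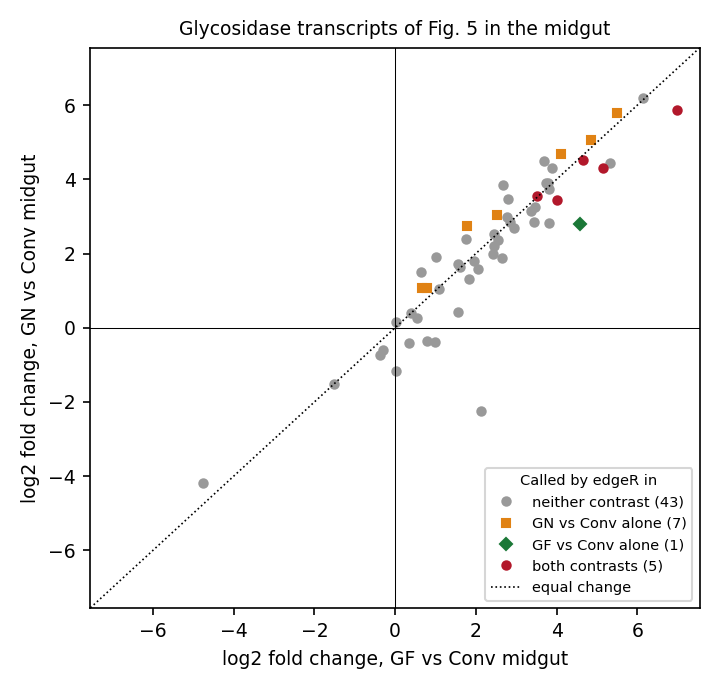
Log2 fold changes of the 56 transcripts of Fig. 5 in GF against Conv midguts (x axis) and in GN against Conv midguts (y axis), with 1 point for each transcript and markers for the contrasts in which edgeR called it. Of the transcripts, 47 lie above 0 on both axes, 5 are called in both contrasts, 7 in GN alone, and 1 in GF alone.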

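Between GN and Conv hindguts, the authors' deposited table calls 12 transcripts of Fig. 5, 4 of them higher in GN, and all 12 had the same direction and an unadjusted p below 0.05 in edgeR, which called 1. That transcript, the Myrosinase 1 (GH1) TRINITY_DN65918_c0_g1_i1, had 0.715 ± 0.538 CPM (SD, n = 3) in GN and 6.11 ± 2.01 CPM in Conv hindguts, a log2 fold change of -3.07 (SE 0.605, edgeR adjusted p = 0.0349) whose call was kept in 2 of the 6 fits without one library. Maltase 2 (TRINITY_DN75978_c0_g1_i1) changed by -3.03 (edgeR adjusted p = 0.0820) and α-amylase A (TRINITY_DN80647_c0_g2_i1) by -1.98 (adjusted p = 0.110). Whether the effect of GN against Conv differs between midgut and hindgut was tested for each transcript of Fig. 5. The difference passed for 1 of the 56 transcripts, the alpha-amylase-related protein TRINITY_DN66349_c0_g5_i1 (edgeR adjusted p = 0.0435), and 20 had an unadjusted p below 0.05. This model ignores that the midgut and hindgut libraries of one number came from one pool. With the pool as a block, such differences over all annotated transcripts fell from 286 to 55. The fitted midgut effect was the higher one for 50 of the 56. For GF against Conv, the difference passed for 0 of the 56, with 5 at an unadjusted p below 0.05. For GF against GN it passed for 0 as well, with 31 at an unadjusted p below 0.05. There the fitted midgut effect was the higher one for 12 of the 56, and GF hindgut replicate 3 with its midgut transcripts enters that contrast.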

In the hindgut tissues, a suite of alpha- and beta-glycosidase isoforms that were largely distinct from those expressed in the midgut tissues exhibited decreased expression (Fig. 5; Data Set S3).

**FIG 5:**
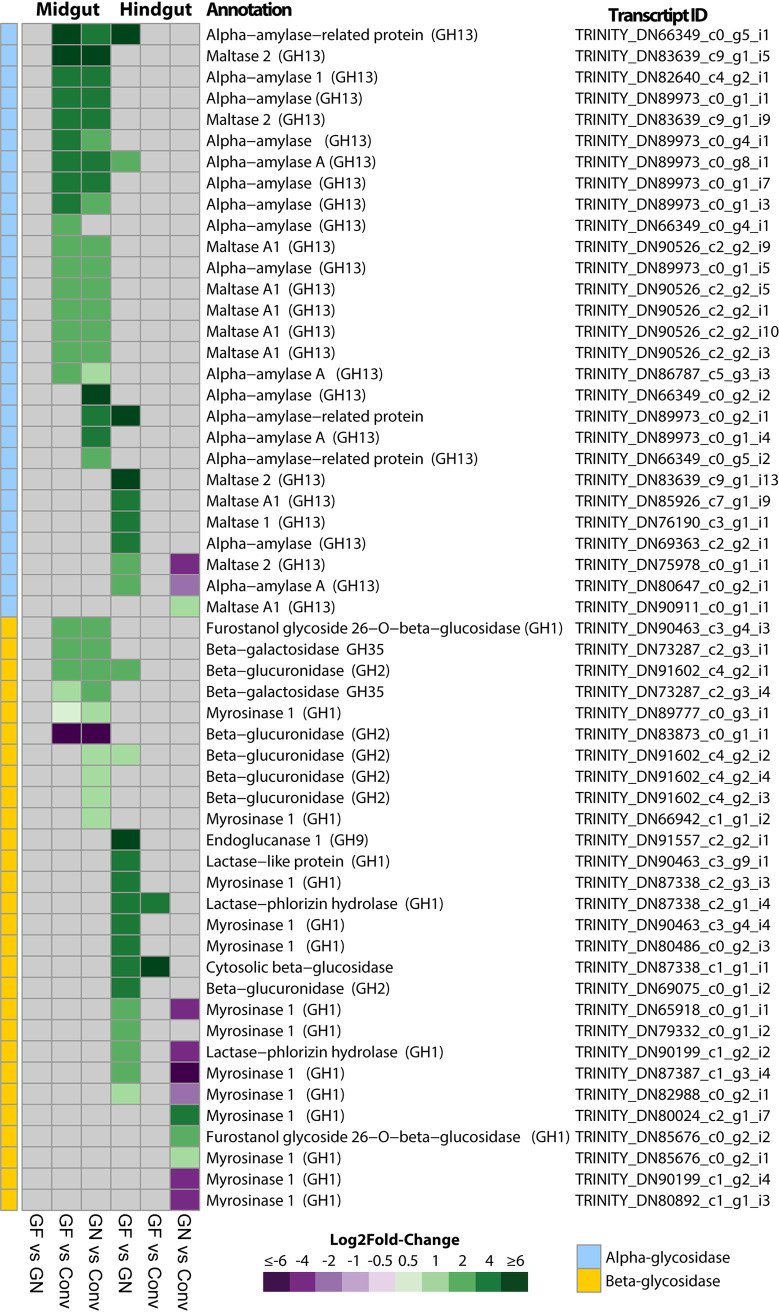
Changes in the expression of genes involved in carbohydrate catabolism in *P. americana* midgut and hindgut tissues. A heat map shows differentially expressed values of genes encoding glycoside hydrolases (GH). The color range in heat maps indicates the log_2_ fold change in *P. americana* midgut and hindgut under the three different treatments comparison, conventionalized vs gnotobiotic (Conv vs GN), germfree vs conventionalized (GF vs Conv) and gnotobiotic vs conventionalized (GN vs Conv). All isoform identifiers, annotation, and expression values associated with this pathway are described in Data Set S3 in the supplemental material. The color range in heat maps indicates the log_2_ fold change. Gray boxes indicate no differential expression observed after DESeq2 analysis (FDR > 0.05).

### Polysaccharolytic isolates are at high abundance in the gnotobiotic insects.

Quantitative reverse transcription PCR (RT-qPCR) targeting isolate-specific 16S rRNA detected the presence of all bacteria in the hindgut of both Conv and GN insects (Fig. 6B). In contrast, in the GN midgut, the isolate *Bacteroides* sp. strain PAB214 was not detected (Fig. 6A). Likewise, the isolate *Dysgonomonas* sp. strain PAD25 was not found in the Conv midgut and was present only in a single pool in the Conv hindgut (Fig. 6A and B). Nonetheless, this evidence suggests that most of the isolates used for gnotobiosis can successfully colonize both midgut and hindgut.

**FIG 6:**
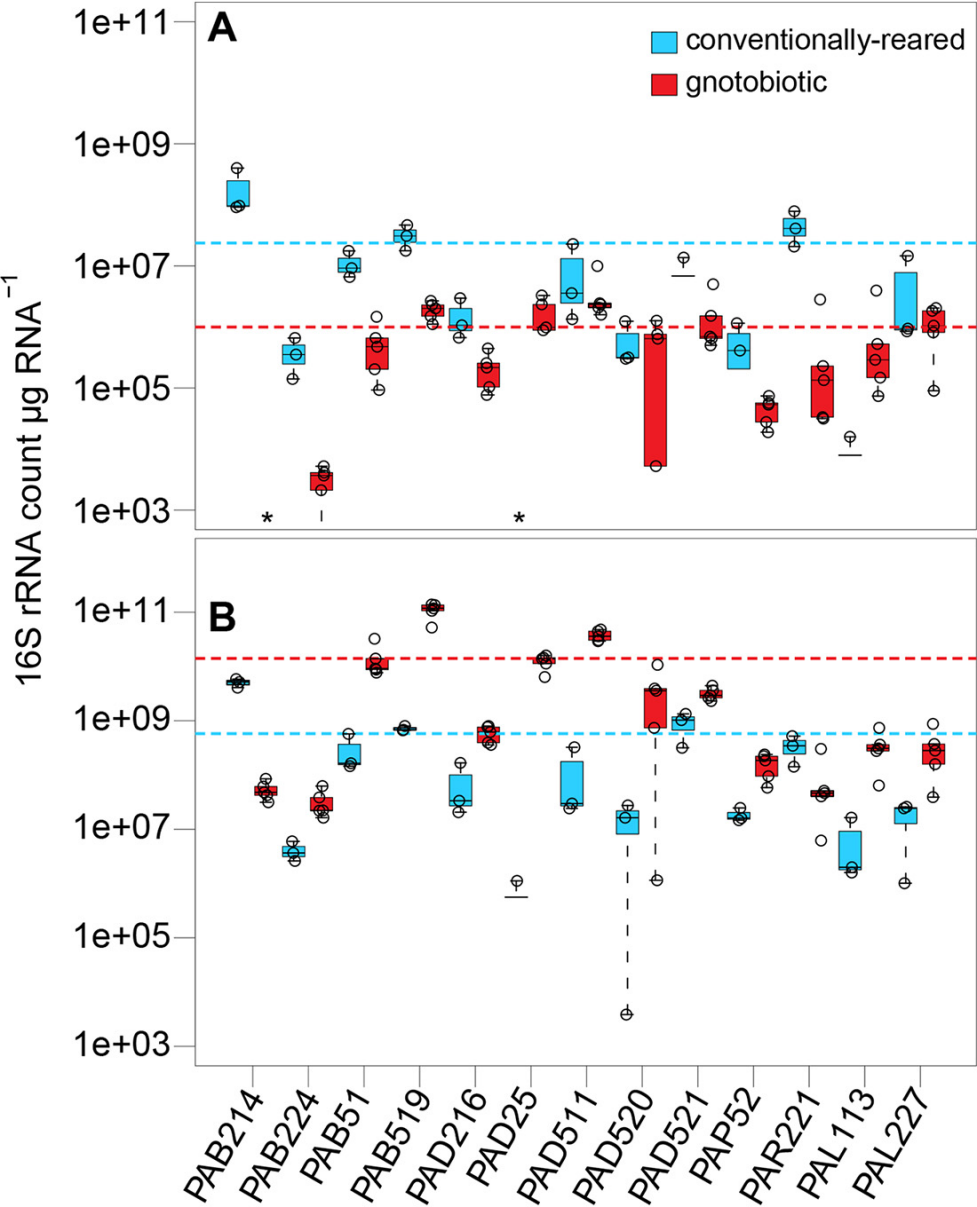
Gut commensal prevalence of typical gut microbiota in *P. americana* midgut and hindgut tissues. Isolate-specific primers were used to detect the abundance of *P. americana* gut commensals in the midgut (A) and hindgut (B) tissues of gnotobiotic (red) and conventionally reared (blue) insects. Dashed lines represent the mean abundances for all isolates in gnotobiotic (red) and conventionally reared (blue) insects.

The four most abundant (78% of the total isolate bacterial population) isolates that colonized the GN midgut showed amylase activity *in vitro*, with zones of clearing formed in a starch degradation assay on solid agar medium (33). Likewise, higher proliferation of the cellulolytic *Bacteroidetes* strains PAB51, PAB519, and PAD25 (33) was observed in the GN hindgut than in Conv insects (Fig. 6B). This suggests that a large proportion of the bacterial community used in the GN treatment have the potential to compete with the host for dietary energy sources (e.g., simple sugars, starch, and cellulose).

## DISCUSSION

### Eliminating gut microbiota in *P. americana* insects recapitulates energy and nutrient starvation responses observed in other insects and mice. (i) IIS and TOR pathways.

Detailed expression profiling of *P. americana* mid- and hindgut tissues supported treatment-defined physiological observations where elimination and/or alteration of the bacterial community resulted in treatment-specific expression of gene networks involved in insulin-insulin signal (IIS), target of rapamycin (TOR), and other nutrient sensing and growth and development pathways. Similarly, elimination of bacteria in *Drosophila* and Apis mellifera also reduced the expression of genes involved in these pathways, which was correlated with prolonged growth periods, smaller body sizes, and alterations in energy homeostasis (2, 4, 34). *Drosophila* flies experiencing nutrient and energy stress exhibited similar expression profiles, including decreased Pi3K and RAS signaling in various peripheral tissues (e.g., the prothoracic gland and fat bodies) (24, 28), reduced IGFBP-ALS expression (22, 28), and increased AMPK and Warts kinase expression (26, 30). Likewise, IGFBP-ALS and S6K deletions in mice resulted in delayed development in postnatal mice (23) and small-body phenotypes (35), respectively.

### (ii) AMPK.

AMPK upregulation is notable as it correlates with the absence of bacterium-derived short-chain fatty acids (e.g., acetate, propionate, and butyrate) in GF mice (36), which serve as a major energy source for intestinal epithelial cells. In a related study, cell cultures deprived of glucose exhibited elevated AMPK and Warts kinase expression (26, 27). Given that AMPK can activate Warts, which can subsequently inhibit the Hippo effectors Yorki and Mads, resulting in reduced cell proliferation (26, 27), energy-expensive activities appear limited in GF gut tissues. Additionally, upregulation of AMPK by Warts often correlates with reduced ATP synthesis and decreasing carbohydrate availability (27, 37). This result agrees with the severe downregulation in respiration and energy production genes, ATP synthase, and cytochrome *c* oxidase (29), observed in mid- and hindgut GF tissues. Similarly, reduced mitochondrial respiration and ATP synthase activity were observed in colonocytes of GF mice, which was linked to energy stress (36).

### (iii) Fatty acid and carbohydrate catabolism.

Increased AMPK expression, which was observed in germfree insects, has been linked to mobilization of stored fatty acids. Gut microbiota are primary producers of short-chain fatty acids, and mobilization of stored fatty acids may reflect a host response to their absence in germfree insects. Several genes involved in fatty acid oxidation were upregulated in GF *P. americana* tissues, and upregulation of fatty acid oxidative genes has been reported in the midgut of germfree larvae of the mosquito Aedes aegypti (10). Upregulation of AMPK and fatty acid catabolism in germfree mice were correlated with leaner-bodied individuals with lower body masses, even when feeding on a high-calorie-content diet, relative to conventionalized mice (30). This agrees with our results where GF *P. americana* insects were reduced in size and body mass even when fed a high-nutrient diet (Fig. 1A to E). Additionally, reduced lipoprotein lipase (LPL) in the intestinal epithelium was correlated with leaner phenotypes in mice (30), and LPL orthologues in GF *P. americana* insects were similarly downregulated (see Data Set S3 in the supplemental material). We also expected that energy stress would elicit upregulation of endogenous carbohydrate degradation enzymes to increase host access to dietary nutrients, and several amylase, myrosinase, beta-galactosidase, and beta-glucuronidase genes were upregulated in GF *P. americana* mid- and hindguts (Fig. 5; Data Set S3). Upregulation of β-glycosidases in GF *P. americana* hindguts was notable, as glycosidase expression in these tissues in insects is not well documented (38). Similarly, nutrient-deprived *Drosophila* flies exhibited upregulation of starch-degrading (e.g., amylase GH13) genes as well (39, 40).

### *P. americana* relies upon a specific microbial assemblage for successful development.

Elimination of gut bacteria from *P. americana* via germfree rearing resulted in prolonged development and reduced physiological growth along several metrics, yet oral reintroduction of a select group of *P. americana* gut commensals did not recover normal phenotypes (Fig. 1A to G; Table 1). These results were unexpected, as mono- and polycultural inoculation with typical or atypical gut bacteria could recover normal phenotypes in fruit flies and honeybees (2–4, 41, 42). Transcriptional profiling was used to illustrate how alterations of the gut microbial community affected major host gene networks involved in growth and development. Broadly, the transcriptional profiles of gnotobiotic (GN) *P. americana* were, especially in the case of the midgut samples, more similar to the GF treatments (Fig. 3). Additionally, genes involved in or coding for IIS-TOR, AMPK, glycolysis, fatty acid catabolic processes, cytochrome oxidases and ATP synthases, lipoproteins, and glycosyl hydrolases in GN midgut tissues exhibited differential expression patterns like those observed in GF tissues (Fig. 4A to D and 5). 

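In midguts, the mean Euclidean distance between GN and GF libraries on log2 CPM over the transcripts that passed the filter was 362, against 410 between GN and Conv libraries, a ratio of 0.884. Dividing the GF and Conv libraries into groups of 3 in all 10 ways gave an exact permutation p of 0.1, two-sided, the smallest that this design allows. The ratio stayed below 1 when any single midgut library was left out (0.853 to 0.948). Libraries of one treatment differed by 329 (GF), 336 (GN), and 341 (Conv) on average, so most of the distance between treatments was also present between pools of one treatment. Of the 177 transcripts called between GF and Conv midguts, 138 were also called between GN and Conv midguts, all in the same direction. Both contrasts use the same Conv libraries, and how much of this overlap of calls comes from them was not determined. Over all tested transcripts, 74.97% had the same sign in both midgut contrasts, and simulated unchanged groups that shared a simulated Conv group gave 65.74% on average over 20 simulations (65.35% to 65.99%). The lists of Fig. 4C (86.36%) and Fig. 5 (91.1%) lay above their simulations (at most 77.27% and 73.21%). Those of Fig. 4A (85.71%) and Fig. 4B (83.33%) reached the highest simulated value. For Fig. 4D the share was 52.94%, within its simulations (41.18% to 82.35%). The study chose these lists on the same samples, so the simulations do not give their chance level.

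**Figure D5:**
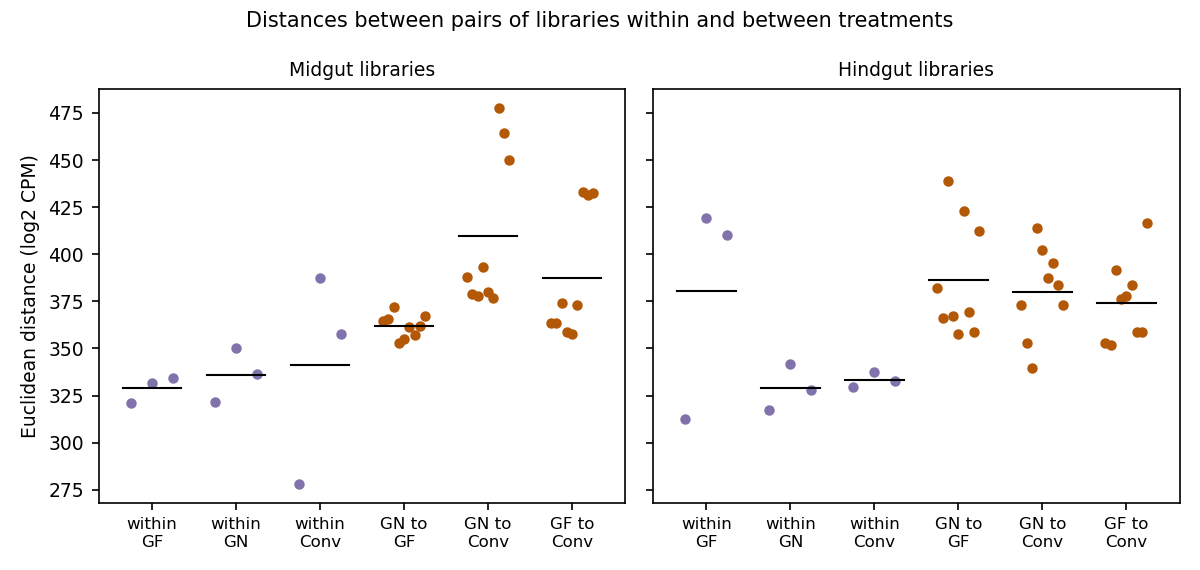
Euclidean distances between pairs of libraries (log2 CPM of 68551 transcripts), within each treatment and between treatments, for midguts and hindguts. Points are pairs of libraries and lines are means, which in midguts are 362 for GN and GF and 410 for GN and Conv, and in hindguts 386 and 380.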

GN hindgut tissues exhibited expression patterns that were similar to those of GF hindgut tissues (Fig. 3). 

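In hindguts, GN libraries had a mean distance of 386 to GF and of 380 to Conv libraries, a ratio of 1.02 (exact permutation test, two-sided, p = 0.8). The direction of this ratio depended on GF hindgut replicate 3, whose distances include the midgut transcripts found in it: without it the ratio was 0.960. It was also below 1 without Conv hindgut replicate 1 (0.977) and with the 500 most variable transcripts (0.989). Between GF and GN hindguts, 164 annotated transcripts were called, beside 247 between GN and Conv and 20 between GF and Conv hindguts. The transcripts called in both GF and GN against Conv hindguts numbered 14, of which the part that comes from the shared Conv libraries was not determined. The same sign in both hindgut contrasts was found for 65.97% of all tested transcripts, beside 66.55% on average over 20 simulations of unchanged groups (66.33% to 67.07%). For the transcripts of Fig. 5 it was found for 46.43%, beside 70.36% in the simulations (60.71% to 82.14%). The lists of Fig. 4A to D lay within the range of their simulations. The study chose these lists on the same samples, so the simulations do not give their chance level.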

Transcriptional profiles from GN tissues exhibited signatures of energy and nutrient stress like those observed in GF tissues. This suggests that the presence of the select bacterial commensals in *P. americana* gut magnifies expression of many of the same genes and/or isoforms as GF treatments and alters the expression of additional loci (Fig. 3). This differs from what was previously observed in other gnotobiotic invertebrate models (2–4, 10). For example, inoculation of gnotobiotic *Drosophila* flies with the commensal Acetobacter pomorum or Lactobacillus plantarum resulted in wild-type level IIS-TOR pathway activation (2, 3), indicating that these isolates alone could promote larval development in *Drosophila.* A. pomorum also downregulated expression of the organ growth negative regulator FOXO, which was correlated with restoring the normal developmental phenotype in D. melanogaster larvae (2), yet FOXO was upregulated in GN *P. americana* midgut tissues, indicating that these commensals could not alleviate TOR inhibition (Fig. 4A). As *Drosophila* and *P. americana* insects had analogous IIS-TOR pathway responses following germfree rearing (2, 3), dysregulation of the IIS-TOR pathway in the latter by typical *P. americana* gut microbiome members was unexpected, given the restoration of wild-type expression in similar gnotobiosis experiments in *Drosophila.*

AMPK, Hippo, glycolysis, and fatty acid catabolism gene networks responded similarly where introduction of the commensal bacterial community in *P. americana* magnified expression patterns observed in GF insects (i.e., two acetyl-CoA carboxylase isoforms and Warts kinase), and the altered expression of additional genes, including those involved in glycolysis (Fig. 4B) and lipoprotein production (Fig. 4D), further support an energy/nutrient-stressed condition. As in GF insects, GN insects exhibited elevated fatty acid catabolism, which would result in reduced fat deposition and the observed relatively smaller body sizes (Fig. 1A). These results contrast with those of similar experiments in which inoculation of mosquitoes with Escherichia coli reduced the expression of fatty acid catabolic genes in mosquito larval midguts (10). Likewise, separate introductions of Bacteroides thetaiotaiomicron and Butyrivibrio fibrisolvens were correlated with increased fat deposition in the body and restored energy homeostasis in mice (30, 36, 43). The majority of the commensals used in polyspecific inoculation were members of the *Bacteroidetes* (*n* = 11), four of which were *Bacteroides* spp. that shared many orthologs and metabolic pathways observed in *B. thetaiotamicron*, including short-chain fatty acid biosynthesis and dietary carbohydrate degradation (33). Nonetheless, these commensals were not capable of supporting normal development and elicited what is being interpreted as an energy stress response in *P. americana*. Finally, it was notable that introduction of these commensal bacteria into GF insects not only did not decrease the overexpression of endogenous glycosyl hydrolases in the midgut of *P. americana* but elicited the overexpression of additional isoforms (Fig. 5). The *P. americana* bacterial commensals used in GN insects are highly polysaccharolytic organisms (33) and may be in competition with the host for dietary starches. All isolates could colonize hindgut and, except for *Bacteroides* sp. strains PAB214 and PAD25, midgut tissues of both Conv and GN insects (Fig. 6A and B). The three most abundant isolates (i.e., PAD511, PAB519, and PAD521) (Fig. 6A and B) that colonized the GN midgut are highly amylolytic bacteria (33). This suggests that prominent members of the gut community may be competing with the host for this resource (i.e., starch). In the hindgut, introduction of these commensals reduced expression levels of several endogenous glycosyl hydrolases to, or even below, that observed in conventional insects (Fig. 5). 

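Between GF and GN hindguts, the authors' deposited table calls 24 transcripts of Fig. 5, all lower in GN, and edgeR called 3 of them, all 24 with an unadjusted p below 0.05. The Myrosinase 1 TRINITY_DN65918_c0_g1_i1 had 8.24 ± 1.87 CPM (SD, n = 3) in GF and 0.715 ± 0.538 CPM in GN hindguts (log2 fold change 3.50, SE 0.614, edgeR adjusted p = 0.0180), the α-amylase A TRINITY_DN80647_c0_g2_i1 had 4.71 ± 1.13 CPM and 0.472 ± 0.291 CPM (3.30, SE 0.547, adjusted p = 0.0132), and the Maltase 2 TRINITY_DN75978_c0_g1_i1 had 5.83 ± 1.74 CPM and 0.360 ± 0.235 CPM (4.00, SE 0.763, adjusted p = 0.0291). Without GN hindgut replicate 1, none of these calls held, with changes of 3.05, 3.28, and 4.57. In 8 of the 24 the GF libraries all lay above the GN libraries, beside 10% by chance for transcripts at large, which is not the chance level of a list called on these samples. For 5 of the drawn transcripts that were higher in GF, the direction against GN depended on GF hindgut replicate 3 and turned negative without it (-0.91 to -0.39).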

In cockroaches, nonrecalcitrant polysaccharides (e.g., starch) are digested in the midgut while recalcitrant fibers like cellulose and pectin are hydrolyzed in the hindgut by their microbiota (44). Interestingly, cellulolytic members of *Bacteroidetes* were in higher abundance in the GN hindgut (Fig. 6B). Given that *Bacteroidetes* and *Firmicutes* are frequently more abundant and typically domiciled in the hindgut and can hydrolyze many complex carbohydrates, it is possible that these commensals could contribute to diet processing and surpass a more normative host response.

Although successful gut tissue colonization by, and the genomic capabilities of, the selected isolates predict their potential positive contribution to dietary nutrient availability, they alone were incapable of restoring normal growth and developmental phenotypes in *P. americana*. These data suggest that *P. americana* relies upon specific commensals, which is distinct from results from some other invertebrate models. Coprophagy is commonly practiced by cockroaches and termites and is thought to provide a reliable means for acquiring, and reacquiring following molting events, gut commensals throughout their lives (45). *P. americana* gut commensal species diversity is at least 2 orders of magnitude greater than that of honeybees, mosquitoes, and fruit flies, and thus the subset of isolates used to inoculate the gnotobiotic insects may have been insufficient to provide the as-yet-characterized metabolites and/or services required by the host for normal development. Further investigation is necessary to ascertain which commensals can restore typical host phenotypes, as microbiome status was the single variable between the treatments in this study.

### Conclusions.

Elimination of normal gut microbial communities in several invertebrate and vertebrate animal models yields bacterium-associated physiological and developmental phenotypes that can illustrate how microbes and their hosts interact and have shaped one another. Germfree *P. americana* insects exhibit transcriptional, morphological, and developmental bacterium-associated phenotypes that reflect energy/nutrient stress, as observed in other animals that include mice, mosquitoes, honeybees, and fruit flies. Rearing *P. americana* insects independently of their normal gut commensals resulted in dramatic alterations in their normal developmental rate and overall growth, which recapitulates previous work in *P. americana* (19) and reflects outcomes observed in *Drosophila*, *Apis*, and mice (2, 3), maintained under germfree conditions, and highlights how gut microbiota influence several aspects of their host’s life history (46). Gene networks that sense and respond to available nutrients and help coordinate growth and development had altered expression patterns in germfree *P. americana* insects. Orthologous genes in other animals reared under germfree conditions exhibited similar expression patterns, which suggest metazoan-level bacterial integration. Introduction or reassociation of germfree hosts with bacterial species that resolve developmental and physiological bacterium-associated phenotypes is critical toward establishing how hosts and their microbes are connected. In this work, *P. americana* was unique among legacy germfree model systems in that reassociation of germfree insects with a subset of gut commensals did not recover phenotypes observed in conventionalized insects, suggesting that a specific microbial assemblage was required for normal growth and development. It was notable that reassociation of germfree *P. americana* with these bacterial commensals appeared to ameliorate some of the effects of germfree rearing (i.e., reduced expression of *de novo* polysaccharolytic genes) in the hindgut tissues while magnifying other effects in the midgut tissues. 

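The effect of treatment in the midgut was compared with that in the hindgut by a test of the difference itself for each transcript. For GN against Conv, it differed for 286 annotated transcripts at an edgeR adjusted p of at most 0.05, with the midgut effect the higher one for 106 and the lower one for the others. For GF against Conv it differed for 12, and for GF against GN for 74. The midgut and the hindgut library of one number came from one pool of insects, and with the pool as a block, an alternative chosen after seeing the data, the counts fell to 55 for GN against Conv, 0 for GF against Conv (1727 at an unadjusted p below 0.05), and 9 for GF against GN. Removing the filter raised the first count to 1706. Without GN midgut replicate 2 the count for GN against Conv was 114, without GF hindgut replicate 1 that for GF against GN was 41, and without Conv hindgut replicate 1 that for GF against Conv was 3. These counts do not tell whether a difference is good or bad for the insect.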

As these bacteria are typically abundant and domiciled in *P. americana* hindguts, these results may reflect a tissue-specific, local adaptation, but further work is needed to show if this commensal community could complement functions provided by the more-speciose conventional gut community.

## MATERIALS AND METHODS

### Insects.

*P. americana* nymphs, adults, and ootheca were obtained from a general use population maintained at 30°C in The Ohio State University Biological Sciences Greenhouse insectary in Columbus, Ohio. All insect treatment populations were reared and maintained in a growth chamber under a 24-h dark cycle at 30°C and 60% relative humidity and provided with gamma-irradiated rat chow and access to autoclave-sterilized Milli-Q water (MQW) *ad libitum* (20).

### Germfree *P. americana*.

Germfree insects were generated by surface sterilization of fully or near fully sclerotized ootheca (egg cases) obtained from gravid *P. americana* females, and juveniles were isolated, hatched, and maintained under sterile conditions in sterile rearing chambers according to methods described in detail in reference 19. Each rearing chamber was stocked with sterile rat chow and aseptic 1% agar, sufficient for 60+ days of feeding, and chambers were ventilated with sterile-filtered air via a 0.22-μm syringe filter. This procedure yielded up to 16 germfree (GF) nymphs per oothecum. To account for possible genetic variation between ootheca, up to four first-instar nymphs from each oothecum were included in each of the three treatment populations, and treatment-defined siblings were reared together. Quality control measures employed to affirm the germfree status of insects included nutrient medium-based cultivation and diagnostic PCR of post-surface sterilization oothecum rinses and homogenates of ootheca following nymphal emergence and inspection of DAPI (4′,6-diamidino-2-phenylindole)-stained frass and gut contents from GF nymphs; all quality control approaches are described in detail in reference 19. Any insects associated with positive cultivations, amplification, and/or identification of putative DAPI-stained bacteria were euthanized and excluded from the experiment.

### Gnotobiotic *P. americana*.

First-instar GF insects were inoculated with a defined microbial community comprised of 11 *Bacteroidetes* (33) and two *Firmicutes* isolates recovered from *P. americana* gut homogenates (see Table S3 in the supplemental material) to generate gnotobiotic (GN) *P. americana* insects. Overnight cultures of individual bacterial isolates were grown under anaerobic conditions in modified tryptone yeast glucose (MTYG) liquid medium at 30°C (33). Cultures were normalized to ∼0.9 optical density at 600 nm (OD_600_), and aliquots were collected under anaerobic conditions (90% N_2_, 5% CO_2_, and 5% H_2_) and centrifuged on a benchtop centrifuge for 5 min to pellet cells. Two-thirds of the supernatant was removed, and the cells were resuspended. Cultures were combined in equal ratios, and 20 μl was drawn into 50-μl capillary tubes and topped with sterile mineral oil to prevent air intrusion from the upper end. Water-deprived GF insects were exposed to a mixed defined community by inserting capillary tubes through the sterile habitat wall. Insects were denied access to water to encourage consumption of culture, which occurred within 2 min. Culture was renewed daily for 4 days. After capillary removal, habitat penetrations were sealed with cyanoacrylate and nymphs were provided access to 1% sterile agar for hydration and gamma-irradiated rat chow *ad libitum*.

10.1128/mSystems.00802-21.3 TABLE S3 *P. americana* gut bacterial isolates used to produce gnotobiotic (GN) insects and primers used for their detection in GN and conventionalized (Conv) insects. Download Table S3, DOCX file, 0.01 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Conventional *P. americana*.

First-instar GF insects were deposited into an aquarium containing 10 adult male *P. americana* insects from a nonsterile mixed-generation colony, and nymphs from this colony were designated “conventionalized” (Conv). Conv hatchlings were free to interact with adult cockroaches and their frass, which encouraged normal coprophagic behavior that led to the acquisition of typical gut commensals. As cannibalism of deceased nestmates is also a putative mechanism for gut microbiota acquisition, late-stage nymphs from the nonsterile colony were sacrificed and deposited in the Conv colony.

### Instar duration and morphometrics.

Nymphs were collected as they molted to fifth instar, and the duration (days) to this instar was recorded. Previous work has shown that the cumulative effects of bacterial colonization, or lack thereof, in the host could be observed in fourth and fifth instars (19), and thus all experimental measures in this study were taken from fifth-instar individuals. Nymphs were dissected approximately 5 days after molting, at peak of feeding within instar (47), to minimize variability in gut morphology and gene expression associated with instar transitions. Five morphological metrics were collected, measured in millimeters unless otherwise noted: body length, body width, body mass (in grams), midgut length, and hindgut length. The FIJI image analysis package (48) was used to perform measurements of the dissected guts and their corresponding carcasses from digital images of these tissues taken immediately prior to and following dissection. Additionally, gut compartments and bodies were traced, and lengths were measured. All measurements were specifically calibrated to a scale in each photo obtained. Mass measurements were also collected for whole GF, GN, and Conv individuals prior to dissection by use of a microbalance. Differences between GF, GN, and Conv body measurement parameters were evaluated by a Kruskal-Wallis test, followed by a Dunn test for pairwise comparisons, and Bonferroni correction-adjusted *P* values were reported. All statistical analysis was conducted using R.

### RNA extraction and purification.

Individuals in each treatment population were collected and weighed at fifth nymph instar, cold-anesthetized insects were superficially rinsed with phosphate-buffered saline (PBS), and the total gut including Malpighian tubes was dissected under a stereomicroscope using sterile fine forceps. Gut tissues were embedded in RNAlater stabilization solution (ThermoFisher), and Malpighian tubes were removed. Gut tissues were sectioned from 30 individuals into midgut and hindgut sections and pooled in three batches of 10 and stored in 200 μl RNAlater at 4°C. Total RNA was collected from these pools using the RiboZol RNA extraction reagent (VWR) and cleaned with the PureLink RNA minikit (ThermoScientific) after on-column DNase digestion in accordance with the manufacturer’s procedure. Pure RNA was collected in 70 μl RNase-free water, quantified by a Nanodrop, and visualized on a 1% electrophoresis gel. RNA integrity was analyzed on an Agilent 2200 TapeStation according to the manufacturer’s recommendations. Poly(A) mRNA was filtered using the NEBNext poly(A) mRNA magnetic isolation module according to the manufacturer’s instructions (NEB). cDNA libraries were generated with the Ultra II directional RNA library kit (NEB). All samples were sequenced using an Illumina HiSeq 4000 sequencer (Illumina) with an average of 20 million paired-end reads (2 × 150 bp) at The James Cancer Center sequencing facilities (The Ohio State University, Columbus, OH, USA).

### Transcriptome assembly, annotation, and analyses.

FastQC v.0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used for a quality check of all raw reads, and those with a “phred” quality score below 30 and Illumina adaptors were removed from sequences by TrimGalore v.0.4.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/; –illumina -q 30 –retain_unpaired –paired parameters). Only reads that mapped to the publicly available *P. americana* genome (49) were used in these analyses to discard possible contaminants. High-quality reads from each treatment were mapped against the *P. americana* genome (49) (GenBank accession no. PGRX00000000.1) using Hisat2 v.2.1.0 (50) (parameters -p 8 -x P.americana.genome.index -1 <Tissue>.<replicate > .1.fq -2 <Tissue>.<replicate > .2.fq -S <file>.sam), and all “sam” files were converted to “bam” files with SAMtools 1.6 (51). Paired mapped reads were retrieved by the fastq tool from SAMtools (parameters SAMtools fastq -@ 8 -f 2 -1 <Tissue>.<replicate > .1.mapped.fq -2 <Tissue>.<replicate > .2.mapped.fq <file>.bam), and these mapped paired reads were used for *de novo* transcriptome assemblies using Trinity v.2.5.0 (52) (parameters: Trinity –SS_lib_type RF –seqType fq –max_memory 900G–SS_lib_type RF –seqType fq –max_memory 900G–SS_lib_type RF –seqType fq –max_memory 900G –CPU 48 –full_cleanup). Transcriptome assembly completeness was estimated using the BUSCO v.3.2.0 (53) pipeline (parameters: -m trans -l insecta_odb9 -c 16 parameters) using the insecta_odb9 orthologue database. All scripts for mapping and assembly were deposited in GitHub. Protein coding sequences were retrieved from assembly transcripts with Transdecoder v.5.2.0 (https://github.com/TransDecoder), and putative functional domains and proteins in translated transcripts were annotated by BLAST (54) and HMMR (55) searches of UniRef90 and PFAM. All BLAST and HMMER tables were merged and sorted using the Trinotate pipeline (56), and all transcripts were also used to BLAST search a custom database comprised of all invertebrate genomes in NCBI (September 2018). All transcripts with at least one annotation resulting from either Trinotate or invertebrate genome database searches were included in the final transcriptome annotation. All transcripts matching sequences assigned to bacteria were excluded from further analyses.

Transcriptomes were defined by treatment (germfree [GF], gnotobiotic [GN], or conventionalized [Conv]) and gut tissue (midgut [M] or hindgut [H)] for differential expression analyses. Counts of high-quality transcriptome sequencing (RNA-Seq) reads from each treatment mapping to Trinity-assembled genes and isoforms (Table 1) were quantified using Salmon v.0.9.1 (57) with the following parameters: quant -p 16 -i transcripts_index -l ISR -1 <Tissue>.<replicate>.R1_val_1.fq -2 <Tissue>.<replicate>.R2_val_2.fq -o <Tissue>.<replicate>_transcripts_quant. A total transcript count matrix was generated using the tximport Bioconductor (58) library in R. DESeq2 (59) was used to detect differentially expressed isoforms and genes by using, as a comparison, each treatment in midgut and hindgut tissues. Isoforms/genes were considered differentially expressed if they showed a false discovery rate (FDR) (Benjamini-Hochberg multiple test correction [60]) value of ≤0.05 and an absolute fold change of >1.5. Principal-component analysis (PCA) plots were used to evaluate gene expression patterns generalized across tissue and/or bacterial presence and performed by the DESeq2 “plotPCA” function with the variance stabilizing transformation (vst) method. To further quantify the effect on the expression patterns of the *P. americana* transcriptome across tissues (midgut and hindgut) and microbial status (i.e., GF, GN, and Conv), an analysis of variance (ANOVA) test of the expression values of all expressed isoforms was performed using the following R “lm” function: lm(DESeq2_Norm_expression_values ∼ GutRegion + MicrobiomeStatus). The significance and *P* values of this linear model were then calculated using the “anova” function in R.

A hierarchical clustering (HC) analysis was performed to identify genes and isoforms whose expression was influenced by both microbiome elimination and gnotobiosis, and all differentially expressed isoforms from the DESeq2 comparisons analyzed (i.e., GF versus GN, GF versus Conv, and GN versus Conv), in both midgut and hindgut, were examined. The Z-scores of the log_2_ DESeq2 normalized expression values of these isoforms were manually obtained. Z-score values of each isoform were then clustered using the “clusterboot” function from the Flexible Procedures for Clustering (fpc) package in R (https://cran.r-project.org/web/packages/fpc/index.html) with the following parameters: clusterboot(data_z_score, clustermethod=kmeansCBI, k = 5, seed = 100). This function was used to perform both hierarchical clustering and bootstrap analysis of all clusters generated. Stability in the clusters was then evaluated by analyzing the Jaccard similarity coefficient values in each cluster as was established by Hennig (20). All clusters were summarized and visualized in a heat map by the “pheatmap” function in R (https://cran.r-project.org/web/packages/pheatmap/index.html). Functional enrichment and gene ontology (GO) categories in each cluster from the hierarchical clustering analysis were obtained using GOseq (61). All assembled transcripts showing normalized expression values above 0 were selected as a background. GO ancestries for each isoform were extracted from the Trinotate annotation table using the extract_GO_assignments_from_Trinotate_xls.pl script (https://github.com/Trinotate/Trinotate.github.io/wiki). GO enrichment categories in each cluster were obtained using the run_GOseq.pl from Trinity v.2.6.6 (52) (parameters: run_GOseq.pl –factor_labeling <Cluster.factor> –GO_assignments GO.transcripts.ancestry.tab –lengths isoform.length.txt –background Background.isoforms). GO categories with a false discovery rate (FDR) below 0.05 after the Benjamini and Hochberg correction procedure (60) were identified as significantly enriched, and these were clustered, summarized, and visualized using the REVIGO (62) tool, with an allowed similarity of 0.50 as a summarizing cutoff.

### Classification of differentially expressed *P. americana* genes/isoforms involved in nutrition, development, and tissue homeostasis in gut tissues under GF, GN, and Conv treatments.

Protein coding sequences of genes associated with the insulin/insulin-like (IIS) growth factor, target of rapamycin (TOR), Hippo, and AMPK pathways were retrieved from the public *P. americana* genome annotation (49). For this, all gut transcriptome isoforms were aligned to the *P. americana* protein coding sequences using BLASTx searches. All BLAST hits with identity values higher than 70% and E values less than 0.0005 were considered for further analysis. Additionally, the expression values of the isoforms associated with programmed cell death (GO:0012501), carbohydrate utilization (GO:0009758), and fatty acid catabolic process (GO:0009062) were retrieved from the Trinotate annotation tables using custom R scripts. The isoforms within these pathways with a fold change of  ≥1.5 and an FDR of ≤0.05 were considered differentially expressed. Heat maps for each specific metabolic pathway were used to visualize all differentially expressed isoforms between GF, GN, and Conv comparisons.

### Quantification of colonizing bacteria used for gnotobiosis in GN and Conv *P. americana* midgut and hindgut.

Bacterial colonization of fifth-instar GN gut tissues was quantified by RT-qPCR using the same RNA samples extracted from midgut and hindgut tissues that were used for the transcriptome profiling experiments (see above). Standard curves were generated using a 192-bp plasmid-bound 16S rRNA gene fragment reference diluted to 10^3^ to 10^9^ plasmid copies per microliter. Isolates were amplified with corresponding isolate-specific primers designed (Table S4) to generate ∼200-bp amplicons, and two technical replicates were conducted for each biological replicate in a 10-μl PCR mixture. Isolate-specific primers were searched against the bacterial Arb-SILVA 16S rRNA database (release 128) and against an in-house bacterial 16S rRNA database of cockroach gut isolates to ensure specificity. Isolate-specific primers were further tested against closely related species within an in-house isolate collection to ensure amplification specificity. RT-qPCR utilized Thermo Scientific Verso 1-step 2× master mix, and thermocycler conditions were as follows: 50°C for 15 min, 95°C for 15 min, followed by 35 cycles of 1 min at 95°C, 15 s at 58°C, 40 s at 68°C, and 10 s signal acquisition at 78°C. A final melt curve analysis was performed to differentiate target amplification from primer dimer. 16S rRNA count data were normalized by sample RNA concentration.

10.1128/mSystems.00802-21.4 TABLE S4 Primer used for bacterial detection in GN and Conv insects. Download Table S4, DOCX file, 0.01 MB. Copyright © 2021 Vera-Ponce de León et al. 2021 Vera-Ponce de León et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Data availability.

RNA-Seq raw data, transcriptome assemblies, and annotations have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) database under accession number GSE159954, with links to BioProject accession number PRJNA666210. A description of all software, including scripts and commands, used for the analyses in this article can be found at https://github.com/avera1988/P.americana_RNAseq.

# Supplementary material for: Microbiota Perturbation or Elimination Can Inhibit Normal Development and Elicit a Starvation-Like Response in an Omnivorous Model Invertebrate
**Source:** mSystems. 2021 Aug 24;6(4):e00802-21. doi: 10.1128/mSystems.00802-21
**Supplement:** TABLE S1

**Table S1. General features of *P. americana* genome and gut transcriptome.**

| **Feature** | **Value** |
| --- | --- |
| Total genome size***** | 3.38 Gb |
| Protein coding genes***** | 21, 336 |
| Gut transcriptomic assembled | 325 Mb |
| Gut transcriptomic completeness****** | 93.6 % |
| Total Trinity transcripts | 553,147 |
| Total of annotated transcripts | 65,047 |

* Data from (1)

** Based on BUSCO analysis using the *Insecta* orthologs database.

1. S. Li, *et al.*, The genomic and functional landscapes of developmental plasticity in the American cockroach. *Nat. Commun.* **9** (2018).

# Supplementary material for: Microbiota Perturbation or Elimination Can Inhibit Normal Development and Elicit a Starvation-Like Response in an Omnivorous Model Invertebrate
**Source:** mSystems. 2021 Aug 24;6(4):e00802-21. doi: 10.1128/mSystems.00802-21
**Supplement:** TABLE S2

**Table S2. Summary of the analysis of variance (ANOVA) on the expression values of differential expressed transcripts in the *P. americana* midgut and hindgut (gut region) under three different microbiome status conditions (i.e. germ-free, gnotobiotic and conventionalized).**

|  | DF | Sum sq | Mean sq | F value | P value |
| --- | --- | --- | --- | --- | --- |
| Gut region | 1 | 4.52e^6^ | 4.52e^6^ | 1.46 | 0.23 |
| Microbiome status | 2 | 8.60e^7^ | 4.30e^7^ | 22.82 | 9.11e^-7^ |

# Supplementary material for: Microbiota Perturbation or Elimination Can Inhibit Normal Development and Elicit a Starvation-Like Response in an Omnivorous Model Invertebrate
**Source:** mSystems. 2021 Aug 24;6(4):e00802-21. doi: 10.1128/mSystems.00802-21
**Supplement:** TABLE S3

**Table S3. *P. americana* gut bacterial isolates used to produce gnotobiotic (GN) insects and primers used for their detection in GN and conventionalized (Conv) insects.**

| Taxa | Isolate Name | Primer name | Direction | Sequence |
| --- | --- | --- | --- | --- |
| *Dysgonomonas* | PAD521 | PH5-21.655 R | reverse | CTCAAGGCTACCAGTTTCAACGG |
|  | PAD521 | PH5-21.464 F | forward | CATTACGTGTAGTGTATTGCATGTACTG |
|  | PAD520 | PH5-20.653 R | reverse | AAGTCTTCCAGTTTCAACGGCAA |
|  | PAD520 | PH5-20.445 F | forward | GTGCTAGGGTAAAACATATCACGAGTG |
|  | PAD511 | PH5-11.673 R | reverse | CCGCCTACTTCATCTATACTCAAGAAAC |
|  | PAD511 | PH5-11.463 F | forward | TACGTGTAGTATATTGCATGTACCATATG |
|  | PAD25 | 25.23S.2_F | forward | CTCCGAATGGGTACAAGGGTCAT |
|  | PAD25 | 25.23S.2_R | reverse | TCCATGCAGAACCACTCGACTAG |
|  | PAD216 | PFB2-16.648 R | reverse | AACCCAGTTTCAACGGCAATTTTAAG |
|  | PAD216 | PFB2-16.444 F | forward | GTACTAGGGTAAAACAGGGGACGT |
| *Paludibacter* | PAR221 | PFB2-21.667 R | reverse | GCCTCTACTGCACTCAAGAACAC |
|  | PAR221 | PFB2-21.476 F | forward | TTGTATGTACTTTACGAATAAGCATCGG |
| *Parabacteroides* | PAP52 | PF5-2.654 R | reverse | TCAAGACTAACAGTTTCAACGGCA |
|  | PAP52 | PF5-2.435 F | forward | CTTCTTTTATTGGGGAATAACGGCAG |
| Lachnospiraceae | PAL227 | PFB2-27.64 F | forward | AAGCACTTCTCCCGATGAAGCAAG |
|  | PAL227 | PFB2-27.262 R | reverse | ACGCGGGTCCATCTCATACC |
|  | PAL113 | PFB1-13.56 F | forward | CGAAGCATTTCTTTTGGAAGCGAT |
|  | PAL113 | PFB1-13.262 R | reverse | ACGCGGGTCCATCTCATACC |
| *Bacteroides* | PAB519 | PH5-19.682 R | reverse | CGAATTCCGCCAACCTTTACTTTAC |
|  | PAB519 | PH5-19.451 F | forward | TGGGAATAAAGTGACGTACGTGT |
|  | PAB51 | PH5-1.670 R | reverse | ACCTCCACTATACTCAAGACGCC |
|  | PAB51 | PH5-1.467 F | forward | CACGTGTGGAGTTTTGTATGT |
|  | PAB224 | PAB224rDNAintergen_F | forward | TCAAGAAGCCGAGCCGTAAG |
|  | PAB224 | PAB224rDNAintergen_R | reverse | GCTGAGCTAATCCCCCGATAAG |
|  | PAB214 | PFB2-14.677 R | reverse | TCCGCCTACCTCTACTGTACTCA |

# Supplementary material for: Microbiota Perturbation or Elimination Can Inhibit Normal Development and Elicit a Starvation-Like Response in an Omnivorous Model Invertebrate
**Source:** mSystems. 2021 Aug 24;6(4):e00802-21. doi: 10.1128/mSystems.00802-21
**Supplement:** TABLE S4

| Genus | isolate | name | direction | sequence |
| --- | --- | --- | --- | --- |
| Dysgonomonas | PH5-21 | PH5-21.655 R | reverse | CTCAAGGCTACCAGTTTCAACGG |
|  | PH5-21 | PH5-21.464 F | forward | CATTACGTGTAGTGTATTGCATGTACTG |
|  | PH5-20 | PH5-20.653 R | reverse | AAGTCTTCCAGTTTCAACGGCAA |
|  | PH5-20 | PH5-20.445 F | forward | GTGCTAGGGTAAAACATATCACGAGTG |
|  | PH5-11 | PH5-11.673 R | reverse | CCGCCTACTTCATCTATACTCAAGAAAC |
|  | PH5-11 | PH5-11.463 F | forward | TACGTGTAGTATATTGCATGTACCATATG |
|  | PAD2-5 | 25.23S.2_F | forward | CTCCGAATGGGTACAAGGGTCAT |
|  | PAD2-5 | 25.23S.2_R | reverse | TCCATGCAGAACCACTCGACTAG |
|  | PFB2-16 | PFB2-16.648 R | reverse | AACCCAGTTTCAACGGCAATTTTAAG |
|  | PFB2-16 | PFB2-16.444 F | forward | GTACTAGGGTAAAACAGGGGACGT |
| Paludibacter | PFB2-21 | PFB2-21.667 R | reverse | GCCTCTACTGCACTCAAGAACAC |
|  | PFB2-21 | PFB2-21.476 F | forward | TTGTATGTACTTTACGAATAAGCATCGG |
| Parabacteroides | PF5-2 | PF5-2.654 R | reverse | TCAAGACTAACAGTTTCAACGGCA |
|  | PF5-2 | PF5-2.435 F | forward | CTTCTTTTATTGGGGAATAACGGCAG |
| Lachnospiracea | PFB2-27 | PFB2-27.64 F | forward | AAGCACTTCTCCCGATGAAGCAAG |
|  | PFB2-27 | PFB2-27.262 R | reverse | ACGCGGGTCCATCTCATACC |
|  | PFB1-13 | PFB1-13.56 F | forward | CGAAGCATTTCTTTTGGAAGCGAT |
|  | PFB1-13 | PFB1-13.262 R | reverse | ACGCGGGTCCATCTCATACC |
| Bacteroides | PH5-19 | PH5-19.682 R | reverse | CGAATTCCGCCAACCTTTACTTTAC |
|  | PH5-19 | PH5-19.451 F | forward | TGGGAATAAAGTGACGTACGTGT |
|  | PH5-1 | PH5-1.670 R | reverse | ACCTCCACTATACTCAAGACGCC |
|  | PH5-1 | PH5-1.467 F | forward | CACGTGTGGAGTTTTGTATGT |
|  | PAB2-24 | PAB224rDNAintergen_F | forward | TCAAGAAGCCGAGCCGTAAG |
|  | PAB2-24 | PAB224rDNAintergen_R | reverse | GCTGAGCTAATCCCCCGATAAG |
|  | PFB2-14 | PFB2-14.677 R | reverse | TCCGCCTACCTCTACTGTACTCA |
|  | PFB2-14 | PFB2-14.468 F | forward | ACGTGTAGTGTTTTGCATGTACCG |

**Table S4 Primer used for bacterial detection in GN and Conv insects.**

How the deposited data were processed for this re-analysis (not part of the article)

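The study sequenced poly(A) RNA of midguts and hindguts from germfree (GF), gnotobiotic (GN), and conventionalized (Conv) P. americana nymphs. Each of the 18 libraries came from a pool of 10 insects, with 3 pools for each treatment, and the midgut and the hindgut library of one number came from one pool.

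The authors trimmed the reads with TrimGalore, assembled the pairs that mapped to the P. americana genome with Trinity, quantified the transcripts with Salmon, and gathered the values with tximport. The deposited count table holds expected counts (estimated read pairs for each transcript), which are not normalized. The deposited comparison table holds the authors' DESeq2 log2 fold changes, Wald p-values, and adjusted p-values. The deposited annotation table holds text, namely the best SwissProt hit, Pfam domains, KEGG entries, and GO terms of each transcript. A table of the same libraries normalized for transcript length was not used, since the tests need counts. The table of pathway names was not used either. The morphometrics and the quantitative PCR were left out, as these tables hold no values for them.

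The expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, and data.table 1.17.8. Low counts were removed with filterByExpr on 6 groups (treatment and gut region), and libraries were normalized by TMM. Dispersions were estimated with estimateDisp, and contrasts were tested with glmQLFit and glmQLFTest, both robust, in one model of the 18 libraries. The p-values were adjusted by Benjamini-Hochberg over all transcripts tested. A transcript was called at an adjusted p of at most 0.05 and a fold change of at least 1.5, and calls were counted over annotated transcripts. The difference of an effect between midgut and hindgut was tested as a contrast of contrasts in the same model, at an adjusted p of at most 0.05. Group values are means of TMM-normalized CPM with the SD over 3 libraries, and the standard error of a log2 fold change was computed from its F value. Where all libraries of a group had 3 counts or fewer, a lower bound of the fold was computed in place of the fitted value.

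Principal components were computed on the 500 most variable transcripts after DESeq2's variance stabilizing transformation. Distances and the permutational analysis of variance used log2 CPM with a prior count of 2. The linear model of the methods was fitted to DESeq2-normalized values, and its p was obtained by permuting libraries within each gut region. Transcripts called in any contrast were clustered by k-means (5 clusters, 25 starts, 100 bootstraps). The authors' enrichment tests of clusters were not repeated. In their place, 11 sets of transcripts, matched by the names of biological-process terms, were tested in 4 contrasts with camera (preset correlation 0.01), and with fry and camera with estimated correlation as alternatives. Counts of cytochrome c oxidase subunits 1 and 3 and ATP synthase subunit a were summed over transcripts with the same best SwissProt entry and tested with edgeR. Midgut marker transcripts had at least 100 CPM in every GN and Conv midgut library and under 1% of the midgut mean in every GN and Conv hindgut library.

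Named transcripts are those drawn in Fig. 4A to D and Fig. 5 or listed in Data Set S3 for a gene named in the paper, and, for each contrast, the 2 annotated transcripts with the smallest p in each direction among those called whose groups do not overlap. The transcript names of the panels were copied from the figures.

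The alternatives were DESeq2's size factors, no filter or a filter of 10 counts in every library of one group, DESeq2's Wald test, the 9 libraries of one gut region, the replicate number as a block, a log2 fold change limit of 0.5, counts summed by Trinity gene, adjustment over annotated transcripts, SwissProt hits alone, and leaving out each library in turn. DESeq2's Wald test was run on all transcripts with a total count above 0, not on those that passed edgeR's filter. The pool of insects as a block was added later for the differences between gut regions.

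The code was tested on simulated data with 200 changed transcripts, 100 by a fold of 4 and 100 by a fold of 16. The first version of this test used a fold of 4 alone, and the fold of 16 was added after few of those transcripts were recovered. The edgeR model recovered 12 of the 100 with a fold of 4 and 69 of the 100 with a fold of 16, with 1 false call. It made 0 calls in a contrast without changes, where 4.71% of transcripts had an unadjusted p below 0.05. For the difference between gut regions it recovered 50 of 200 with 0 false calls. DESeq2's Wald test recovered 130 of the 200 and made 145 false calls among 275. The counts were drawn with the dispersions that edgeR estimated, a setting that can favour edgeR. A simulated set that was changed had a camera p of 2.69e-73, and one that was not had 0.737.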

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

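Some tests in this part were chosen only after the result was seen. These were the tests of depth for the number of transcripts detected, of markers in GF hindgut replicate 3, and of mitochondrial lineages. So were those of isoforms, of other splits of the libraries, and of the pool of insects as a block. The remaining tests, as well as the comparisons and their limits, were set before the data were examined.

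The effect of treatment differed between midgut and hindgut for 74 annotated transcripts in GF against GN, 12 in GF against Conv, and 286 in GN against Conv (edgeR, adjusted p of at most 0.05 for the difference itself). The midgut effect was the higher one for 45 of the 74, 4 of the 12, and 106 of the 286. At an unadjusted p below 0.05 the counts were 3020, 2553, and 4657. Midgut tissue in GF hindgut replicate 3 is argued against as the whole source, since without that library 45 of the 74 and 11 of the 12 were still called. For GN against Conv, 243 of the 286 were called without Conv midgut replicate 3 and 255 with every library thinned to the smallest total, which argues against that library and against depth. Of 30 joint splits of the 12 libraries, the real one included, 1 gave as many calls as the real split for GF against GN (highest other 46) and 1 for GN against Conv (highest other 109), but 4 did for GF against Conv (highest other 25), so the 12 calls there are no more than regrouping gives. With the pool of insects as a block, an alternative chosen after seeing the data, the counts were 9, 0 (1727 at an unadjusted p below 0.05), and 55. A response to the bacteria that differs between gut regions stays open as a hypothesis for GF against GN and GN against Conv.

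GF hindgut replicate 3 held midgut transcripts that the other hindgut libraries lacked. The median level of 86 midgut markers, chosen without the GF libraries, was 5.57% of the GF midgut mean, against 0 to 0.395% in the other 8 hindgut libraries. Among abundant midgut transcripts, Chymotrypsin BI stood at 1020 CPM (20550 CPM in GF midguts) and Protein G12 at 2449 CPM (28260 CPM). Tissue from the whole midgut is argued against, because 9 of the 86 markers stood under 10% of that median share. These 9 had 325 to 2356 CPM in GF midguts and at most 8.03 CPM in GF hindgut replicate 3, where the median share would give 18.1 to 131 CPM. Tissue from a part of the midgut may be the source: 77 of the 86 markers lay above every other hindgut library. It cannot be told apart from expression of midgut genes in the hindguts of this pool, since the libraries do not say to which part of the midgut the 9 belong. A biological explanation was not tested, as the other GF hindgut pools do not share the pattern. In the midgut library of the same pool, GF midgut replicate 3, the share of 40 hindgut markers was 2.79%. It was 0.189% and 0.517% in GF midgut replicates 1 and 2 and 0.682% to 1.83% in Conv midguts. With a single pool, a common source of both shares cannot be told from chance.

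The same library held 13727 transcripts that were found in no other of the 18 libraries, against 2762 to 5914 in each of the others. It had the most transcripts detected, 280362. Depth is argued against, since 261879 were detected after every library was thinned to the smallest total, against at most 183507 in the others. Midgut tissue is left open: of the 44479 transcripts that no other hindgut library had, 15.7% were detected in the midgut library of the same pool and 69.1% in any midgut library, against 12.7% to 25.9% and 64.6% to 70.2% for such transcripts of the other hindgut libraries. Their median count was 1, at which detection in a given library is left to chance. RNA or DNA found in no other library, for example genomic DNA, is a candidate explanation for the 13727, of which 4.07% carry an annotation (4.74% to 7.54% in the other libraries). It cannot be told apart from rare transcripts of the insects in this pool, because 1 library shows it.

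A set of 16 transcripts was present in all Conv libraries and in both GN libraries of replicate 3 and nearly absent in the others, at no more than 0.962% of that level in GF libraries. The paper draws 8 of them in Fig. 4C but does not report this pattern. All 16 are mitochondrially encoded, beside 53 of 5008 transcripts with at least 100 counts in the same 8 libraries. Different mitochondrial lineages in the pools may explain this. The set follows the pool in both gut regions and parts GN replicate 3 from GN replicates 1 and 2, which had the same treatment. The methods, however, put siblings of each oothecum into every treatment population. This weighs against lineages that part all GF pools from all Conv pools. Lower mitochondrial expression in GF is argued against as the source: of 6 tests of counts summed by protein, 0 were lower in GF than in Conv at an adjusted p of at most 0.05, and 0 differed at an unadjusted p below 0.05. The lineage of the insects was not measured, so this remains a hypothesis found and tested on the same data.

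Several transcripts that the paper does not discuss had the smallest p among those called higher than in Conv whose libraries did not overlap with Conv. In midguts these were Mitochondrial amidoxime-reducing component 1 (TRINITY_DN82307_c0_g6_i2), with a log2 fold change of 2.68 in GF (edgeR adjusted p = 0.000435) and 3.00 in GN (adjusted p = 3.48e-05), and Tectonic-1 (TRINITY_DN82356_c0_g4_i1), with 3.41 in GF (adjusted p = 0.000435) and 3.04 in GN (adjusted p = 0.000241). In hindguts they were a putative inorganic phosphate cotransporter (TRINITY_DN64865_c0_g1_i2), with 2.46 in GF (edgeR adjusted p = 0.00169) and 2.19 in GN (adjusted p = 0.00151), Cyclin-dependent kinase 11B (TRINITY_DN72616_c1_g1_i5), at least 17.8-fold higher in GF (adjusted p = 0.00169), and Tudor domain-containing protein 7 (TRINITY_DN78710_c0_g1_i1), at least 16.4-fold higher in GN (adjusted p = 0.00151). Each was higher in 3 of 3 libraries than in all Conv libraries, which the rule that chose them required. Each call was kept in the 6 fits without one library. Reads split between isoforms of one gene are argued against for the first 3 genes, whose counts summed by Trinity gene changed by 2.31 or more. For Cyclin-dependent kinase 11B and Tudor domain-containing protein 7 the sums changed by at most 0.27, which is consistent with such a split. A response to the microbiome stays open for the first 3 genes as a hypothesis, since the same data were used to choose them.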

How the results depend on the processing

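Among the alternatives other than leaving out single libraries, removing the filter raised the number of calls most in every contrast. The alternative with the next most calls differed between contrasts. With no filter beyond a total count above 0, 1029, 1509, and 2832 transcripts were called in midguts (GF against GN, GF against Conv, GN against Conv) and 1514, 964, and 1767 in hindguts, beside 145, 177, and 1054 and 164, 20, and 247. With DESeq2's Wald test the counts were 607, 891, and 2128 in midguts and 1008, 454, and 1115 in hindguts. With counts summed by Trinity gene they were 636 for GF against Conv and 2585 for GN against Conv in midguts, and 396, 83, and 630 in hindguts. The 9 libraries of one gut region gave 63, 960, and 2500 in midguts and 9 for GF against Conv hindguts, and at least 10 counts in every library of one group gave 285 and 32 for GF against Conv in midguts and hindguts. The counts with DESeq2's size factors, with a log2 fold change limit of 0.5, with SwissProt hits alone, and with adjustment over annotated transcripts stayed within 1.5 times. The cause was not tested for these changes, beyond the choice of test, which was made together with a change of filter.

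The midgut-hindgut difference (GF against GN, GF against Conv, GN against Conv) was called for 1118, 777, and 1706 transcripts with no filter, 522, 216, and 1086 with DESeq2's Wald test, and 170, 58, and 688 with counts summed by Trinity gene, beside 74, 12, and 286. With the pool of insects as a block, chosen after seeing the data, it was called for 9, 0, and 55, and the cause was not tested.

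Replicate numbers do not pair the treatments: libraries of one number in different treatments correlated with r from -0.12 to 0.06 in residuals, while midgut and hindgut libraries of one pool had r from 0.03 to 0.18. With the replicate block, 69 and 548 transcripts were called for GF against Conv and GN against Conv midguts, 106, 11, and 136 in hindguts, and 7 and 172 for the midgut-hindgut difference of GF against Conv and of GN against Conv. The calls repeated were 4 for Fig. 4A, 5 for Fig. 4B, 3 for Fig. 4D, and 13 for Fig. 5. The block takes up degrees of freedom without pairing the libraries.

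Across the fits that each left out one library, the counts ran from 53 (without GN midgut replicate 2) to 114 for GF against GN midguts, from 24 (without GF midgut replicate 3) to 103 for GF against Conv midguts, and from 181 (without GN midgut replicate 2) to 1182 for GN against Conv midguts. In hindguts they ran from 55 (without GN hindgut replicate 1) to 186, from 6 (without Conv hindgut replicate 2) to 23, and from 53 (without GN hindgut replicate 1) to 287. For the midgut-hindgut difference they ran from 41 (without GF hindgut replicate 1) to 86, from 3 (without Conv hindgut replicate 1) to 27 (without GF hindgut replicate 3), and from 114 (without GN midgut replicate 2) to 383. These fits left out libraries of the groups compared. The sum over the 6 contrasts rose from 1807 to 3039 without GF hindgut replicate 3, mostly in contrasts that do not use that library. Fewer libraries lower the power of each fit, but which library mattered most was not explained, and the cause was not tested.

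Of the calls in the authors' deposited table, edgeR repeated 8, 10, 0, 10, and 22 in Fig. 4A, 4B, 4C, 4D, and 5. With no filter these were 19, 17, 8, 21, and 48, and with DESeq2's Wald test 21, 25, 41, 24, and 76. Counts summed by Trinity gene gave 25 in Fig. 4A, 6 in Fig. 4C, 19 in Fig. 4D, and 39 in Fig. 5, the 9 libraries of one gut region gave 14 in Fig. 4A, 2 in Fig. 4C, and 40 in Fig. 5, and at least 10 counts in every library of one group gave 2 in Fig. 4C. Without one library they ran from 2 (without GN midgut replicate 1) to 11 in Fig. 4A, from 3 (without GN midgut replicate 1) to 12 in Fig. 4B, from 0 to 2 (without GN midgut replicate 3) in Fig. 4C, from 0 (without GN midgut replicate 2) to 11 in Fig. 4D, and from 11 (without GN midgut replicate 1) to 33 (without GF hindgut replicate 3) in Fig. 5, and the cause was not tested.

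With all transcripts that passed the filter, the first and second components held 52.6% and 6.68%, and without one library 87.5% to 91.2% (without GF hindgut replicate 3) and 3.67% to 4.89%. The linear model gave F = 778 on log2(normalized value + 1), no longer past the exact permutation test, and 8.81 to 18.8 without one library. The GN distance ratio in hindguts fell below 1 with the 500 most variable transcripts (0.989) and ran from 0.960 (without GF hindgut replicate 3) to 1.03. In midguts it stayed below 1 in the 3 alternatives and the 9 fits without one library. The share of transcripts in clusters set by gut region was 75.1% with 4 clusters, 64.3% with 6, and 55.6% for transcripts called in the authors' deposited DESeq2 table, beside 68.9%. For these changes the cause was not tested.

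Camera with estimated correlation found 0 sets lower in GF midguts, 0 in GN midguts, and 0 in GF hindguts, beside 3, 4, and 1, where 4, 7, and 1 were lower at an unadjusted p below 0.05 with the preset correlation. Counts summed by Trinity gene gave 6 in GF midguts, 7 in GN midguts, and 1 in GN hindguts, and fry 2 in GN hindguts. Without one library, the sets lower in GF midguts ran from 3 to 6 (without Conv midgut replicate 2) and those lower in GF hindguts from 0 (without GF hindgut replicate 3) to 2 (without GF hindgut replicate 1). The cause was not tested.

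Protein totals changed sign without Conv midgut replicate 3. In GF against Conv midguts, cytochrome c oxidase subunit 1 ran from -0.58 to 0.44 (without Conv midgut replicate 3), subunit 3 from -0.66 to 0.33, and ATP synthase subunit a from -0.68 to 0.50. In GN against Conv midguts, subunit 1 ran from -0.87 to 0.15 and subunit 3 from -0.91 to 0.0881, and ATP synthase subunit a from -1.46 to -0.29. Summed over all transcripts whose SwissProt name contains the protein's name, ATP synthase subunit a changed by -1.09 in GN against Conv midguts and passed. Between GN and Conv hindguts, where the changes were near 0, subunit 3 was 0.0751 with RLE size factors and -0.12 to 0.0925 (without Conv hindgut replicate 1), and ATP synthase subunit a 0.0541 and -0.15 to 0.13 (without Conv hindgut replicate 2). The cause was not tested.

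Of the 265 pairs of a named transcript and a contrast, 27 had the opposite direction with counts summed by Trinity gene, where the other isoforms of the gene are added by construction. In GF against GN midguts the sums changed by -0.28 (TRINITY_DN89574_c3_g1_i4), 0.33 (TRINITY_DN90567_c5_g5_i5), 0.39 (TRINITY_DN92528_c2_g6_i2), 0.30 (TRINITY_DN89274_c0_g4_i2), 0.80 (TRINITY_DN87554_c0_g2_i1), 0.23 (TRINITY_DN83035_c9_g1_i5), 0.0866 (TRINITY_DN85230_c1_g3_i3). In GF against Conv midguts the sums changed by -0.29 (TRINITY_DN88466_c3_g1_i7). In GN against Conv midguts the sums changed by -0.17 (TRINITY_DN71459_c0_g1_i8). In GF against GN hindguts the sums changed by -0.58 (TRINITY_DN89574_c3_g1_i4), 0.32 (TRINITY_DN90567_c5_g5_i5), 0.41 (TRINITY_DN92528_c2_g6_i2), 0.32 (TRINITY_DN90567_c5_g5_i6), -0.24 (TRINITY_DN80826_c0_g1_i6), 0.19 (TRINITY_DN89274_c0_g4_i2), 0.56 (TRINITY_DN87554_c0_g2_i1), -0.17 (TRINITY_DN85318_c3_g1_i5). In GF against Conv hindguts the sums changed by 0.36 (TRINITY_DN90567_c5_g5_i5), 0.31 (TRINITY_DN92528_c2_g6_i2), 0.0376 (TRINITY_DN89274_c0_g4_i2), 0.58 (TRINITY_DN87554_c0_g2_i1), -0.10 (TRINITY_DN72616_c1_g1_i5), 0.44 (TRINITY_DN76185_c1_g1_i1). In GN against Conv hindguts the sums changed by -0.16 (TRINITY_DN75295_c1_g1_i5), 0.45 (TRINITY_DN76173_c3_g1_i3), -0.0879 (TRINITY_DN80024_c2_g1_i7), 0.93 (TRINITY_DN74123_c5_g1_i5). Without one library, 6 pairs for GF against GN hindguts changed direction: TRINITY_DN90567_c5_g5_i6 ran from -7.76 to 1.06, TRINITY_DN69363_c2_g2_i1 ran from -0.48 to 6.08, TRINITY_DN80486_c0_g2_i3 ran from -0.39 to 7.38, TRINITY_DN83639_c9_g1_i13 ran from -0.91 to 12.93, TRINITY_DN87338_c2_g3_i3 ran from -0.39 to 7.42, TRINITY_DN90463_c3_g4_i4 ran from -0.54 to 6.41. The low values of the last 5 were all found without GF hindgut replicate 3, and the high value of the first without GN hindgut replicate 3. The cause was not tested.

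For the other comparisons of named transcripts, DESeq2's Wald test made 139 calls that edgeR did not and lost 1, no filter made 75 and lost 14, counts summed by Trinity gene made 60 and lost 11, the 9 libraries of one gut region made 35 and lost 10, and DESeq2's size factors made 0 and lost 5. For 2 pairs DESeq2 gave no adjusted p, and pairs that did not pass a filter have no value. Depth limits what can be said of transcripts at 3 counts or fewer in a group, for which only a bound of the fold is given.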

Differences from the paper's values

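The paper counts more differentially expressed transcripts in Table 2 than the edgeR model calls. The authors' deposited table itself gives 706, 1163, and 2587 annotated calls in midguts (GF against GN, GF against Conv, GN against Conv) and 1182, 230, and 1295 in hindguts at the same limits, each below Table 2, so part of each gap does not come from the model. Table 2 counts transcripts with a homolog in at least 1 reference database, and the paper's annotation also drew on a search of invertebrate genomes. Whether that search accounts for this part of the gap was not tested. Between GF and GN midguts the paper gives 827 and edgeR 145, and of the 16 alternatives set before the data were examined, the model without a filter (1029) and DESeq2's Wald test (607) come within 1.5 times the paper's count. Between GF and Conv midguts the paper gives 1349 and edgeR 177, and no filter (1509) and the 9 libraries of one gut region (960) come within that limit. Between GN and Conv midguts the paper gives 3027 and edgeR 1054, and no filter (2832), DESeq2's Wald test (2128), the 9 libraries of one gut region (2500), and counts summed by Trinity gene (2585) do. Between GF and GN hindguts the paper gives 1360 and edgeR 164, and no filter (1514) and DESeq2's Wald test (1008) do. Between GN and Conv hindguts the paper gives 1521 and edgeR 247, and no filter (1767) and DESeq2's Wald test (1115) do. Between GF and Conv hindguts the paper gives 268 and edgeR 20, and none of the 16 alternatives closed the gap. The paper's sum is 8352 and its number of unique transcripts 5258, against 1807 and 1371 here, with 9615 and 5860 without a filter and 6203 and 4022 with DESeq2's Wald test within 1.5 times the paper's, and none of the other alternatives.

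For the linear model, the paper's text gives a P of 9.11e-11 for microbiome status, and the F distribution gives 6.96e-07 here, with no alternative run for this P. The paper's Table S2 prints the same digits with an exponent of -7, which lies within 1.5 times of the P here. The same table gives an F of 22.82 against 14.2 here, and of the alternatives set before the data were examined, those without Conv midgut replicate 3 (16.2), without GF hindgut replicate 3 (18.8), and without GN hindgut replicate 3 (15.9) come within 1.5 times the paper's. The mean squares and the gut region F printed in that table imply a lower F for status, close to the value here. So the difference may lie in the printed F and not in the fit. Of 50 log2 fold changes of Data Set S3 that were compared, 0 differ, 16 of them in transcripts with a group at the floor.

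The paper states that Pi3K, PP2A, RAS, eIF4E, and S6K are lower in GF midguts, and edgeR called none of these isoforms, with log2 fold changes of -2.57 for PP2A, -1.24 for RAS, and -1.15 for eIF4E, and Pi3K and S6K at least 8.65-fold and 3.28-fold lower. DESeq2's Wald test called Pi3K, the 9 libraries of one gut region PP2A, counts summed by Trinity gene RAS and eIF4E, and no filter eIF4E and S6K. The paper names IGFBP-ALS isoforms as lower in GF midguts, where edgeR called none (TRINITY_DN89560_c0_g1_i3, -1.37). No filter called the 3 isoforms of TRINITY_DN89560_c0_g1, DESeq2's Wald test called its isoform i1, counts summed by Trinity gene called this gene and that of TRINITY_DN72357_c1_g1_i1, and the 9 libraries of one gut region called the latter isoform. For GN midguts the paper names Myc as lower and FOXO as higher, and edgeR called neither (-1.15 and 1.72). Counts summed by Trinity gene and the 9 libraries of one gut region called Myc, and no setting called FOXO.

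The paper names AMPK and Warts as higher in GF midguts, and edgeR called neither (at least 3.34-fold and 4.05-fold higher), while no filter called both and DESeq2's Wald test AMPK. Warts in GN midguts (at least 7.34-fold higher) was not called by edgeR, but was with no filter, with at least 10 counts in every library of one group, with DESeq2's Wald test, and with the 9 libraries of one gut region. Peroxisomal multifunctional enzyme 2 in GF midguts (0.78) was called by DESeq2's Wald test and not by edgeR. The paper describes ATP synthase and cytochrome c oxidase as lower in GF midguts and hindguts, and edgeR called 0 of the 23 transcripts of Fig. 4C, while DESeq2's Wald test called 8 in midguts and 7 in hindguts. All 15 of these had an unadjusted edgeR p below 0.05. Summed by protein, the hindgut changes were not negative (0.19, 0.32, and 0.55).

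The paper names maltase and beta-glycosidase as higher in GF midguts, where edgeR called alpha-amylases alone. DESeq2's Wald test called all 7 transcripts of Maltase 2 and Maltase A1 that the authors' deposited table calls, and also the beta-glucuronidase TRINITY_DN91602_c4_g2_i1 and the Myrosinase 1 TRINITY_DN89777_c0_g3_i1, and counts summed by Trinity gene called the gene of the beta-galactosidase TRINITY_DN73287_c2_g3_i4. No filter, the 9 libraries of one gut region, and the filter of 10 counts in every library of one group called some of the transcripts of Fig. 5 in this contrast that edgeR did not. The paper names a pair of beta-glycosidases as higher in GF hindguts, and edgeR called neither, with 0.15 for the first without GF hindgut replicate 3, while DESeq2's Wald test called both.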

Other observations

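In this part, the tests of isoforms, of the choice of test, of the adjustment, of the beta-glycosidases, of tissue from the whole of the other gut region, and of other splits of the libraries were chosen only after the result was seen.

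The largest count of calls, 1054 between GN and Conv midguts, is not explained by the depth of the Conv midgut libraries or by a few transcripts taking most of the counts: 1079 were called with every library thinned to the smallest total and 1243 without the 10 highest transcripts of every library, the largest of the 6 contrasts in both. For each contrast except GF against Conv hindguts, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, with at most 6 in any other split. Between GF and Conv hindguts 2 of the 10 splits did, and the split of GF replicates 1 and 2 with Conv replicate 1 against the others gave 273 calls beside 20. With 10 splits the share cannot fall under 0.1. For sets of transcripts, adjusted within each contrast, 7 of the 10 splits gave as many sets in one direction between GF and Conv midguts, 1 between GN and Conv midguts, and 10 between GF and Conv hindguts. For GN against Conv hindguts no set passed in the real split, so that all 10 splits give as many by construction and the count says nothing. So the sets lower in GF midguts could come from a chance division of the pools, and the splits leave this open.

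Transcripts lower in GF or GN than in Conv might be reads from other organisms in Conv guts. The best hit of 1.62% of them is not from an animal, beside 2.13% of all tested, but the authors had kept the reads that mapped to the insect genome and removed bacterial transcripts, so this share was fixed in part beforehand and leaves the explanation open. Between GF and Conv hindguts 2 of 8 were such transcripts (Fisher exact p = 0.0116). Tissue of the other gut region carried over at dissection could lower transcripts in GN if its GN libraries held less of it. The 77 midgut-enriched transcripts among the 188 lower in GN hindguts stood in Conv hindguts at a median of 11.8% of their Conv midgut level, and the 190 hindgut-enriched transcripts among the 856 lower in GN midguts stood in Conv midguts at 22.5% of their Conv hindgut level. Such transcripts were 41.0% of those lower in GN hindguts, beside 20.9% of all tested, and 22.2% of those lower in GN midguts, beside 15.4%. Midgut markers were lower in GN hindguts (0 to 0.123%) than in Conv hindguts (0.232% to 0.395%), and hindgut markers lower in GN midguts (0.119% to 0.203%) than in Conv midguts (0.682% to 1.83%), though the rule that chose the markers limits these shares, except that of hindgut markers in Conv midguts. Tissue from the whole of the other region is argued against as the source, since 102 of 889 transcripts with at least 100 CPM in every Conv midgut library stayed under 10% of the first share in each Conv hindgut library, and 27 of 823 with at least 100 CPM in every Conv hindgut library under 10% of the second in each Conv midgut library. Tissue from a part of the other region stays open, as these libraries do not say from which part a transcript comes.

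Reads split between isoforms of one gene are argued against for most calls: the counts summed by Trinity gene were also called for 86.3% of the transcripts lower in GN midguts, 81.9% of those lower in GN hindguts, and 72.0% of those higher in GF or GN than in Conv. A biological response to the microbiome stays open for these transcripts.

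The rise of the beta-glycosidases in GF hindguts may come from midgut tissue in GF hindgut replicate 3, which gave 98.5% of their summed level. One of the 2 transcripts, however, stood above the Conv libraries in all 3 GF libraries.

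The authors' deposited table calls more transcripts than edgeR. DESeq2's Wald test came within 1.5 times the table's count in 5 of 6 contrasts, so the choice of test is a candidate explanation. That test was run without edgeR's filter, however, and edgeR without the filter also made more calls (9615 in sum, beside 1807). The test and the filter therefore cannot be told apart here. On simulated data DESeq2's Wald test made 145 false calls among 275 and edgeR 1 among 82. Of 200 changed transcripts, DESeq2's Wald test recovered 130 and edgeR 81. The counts were drawn with edgeR's own dispersions and few of the 68551 transcripts were changed, so these shares need not hold for the real data. They do not tell how many of the authors' calls are false. The low count of GF against Conv hindguts in that table, 230, is explained in part by the adjustment over more transcripts. Adjusted over the transcripts tested here it rises to 534, while the other contrasts change by less than 1.5 times, but it is still the lowest of the 6 contrasts, so the adjustment is not the whole cause.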
